# Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes

**DOI:** 10.1371/journal.pone.0026415

**Published:** 2011-11-04

**Authors:** Maxwell A. Ruby, Daniel K. Nomura, Carolyn S. S. Hudak, Anne Barber, John E. Casida, Ronald M. Krauss

## Abstract

Endocannabinoids regulate energy balance and lipid metabolism by stimulating the cannabinoid receptor type 1 (CB1). Genetic deletion and pharmacological antagonism have shown that CB1 signaling is necessary for the development of obesity and related metabolic disturbances. However, the sufficiency of endogenously produced endocannabinoids to cause hepatic lipid accumulation and insulin resistance, independent of food intake, has not been demonstrated. Here, we show that a single administration of isopropyl dodecylfluorophosphonate (IDFP), perhaps the most potent pharmacological inhibitor of endocannabinoid degradation, increases hepatic triglycerides (TG) and induces insulin resistance in mice. These effects involve increased CB1 signaling, as they are mitigated by pre-administration of a CB1 antagonist (AM251) and in CB1 knockout mice. Despite the strong physiological effects of CB1 on hepatic lipid and glucose metabolism, little is known about the downstream targets responsible for these effects. To elucidate transcriptional targets of CB1 signaling, we performed microarrays on hepatic RNA isolated from DMSO (control), IDFP and AM251/IDFP-treated mice. The gene for the secreted glycoprotein lipocalin 2 (lcn2), which has been implicated in obesity and insulin resistance, was among those most responsive to alterations in CB1 signaling. The expression pattern of IDFP mice segregated from DMSO mice in hierarchal cluster analysis and AM251 pre-administration reduced (>50%) the majority (303 of 533) of the IDFP induced alterations. Pathway analysis revealed that IDFP altered expression of genes involved in lipid, fatty acid and steroid metabolism, the acute phase response, and amino acid metabolism in a CB1-dependent manner. PCR confirmed array results of key target genes in multiple independent experiments. Overall, we show that acute IDFP treatment induces hepatic TG accumulation and insulin resistance, at least in part through the CB1 receptor, and identify novel cannabinoid responsive genes.

## Introduction

Obesity elicits a cluster of interrelated disorders, termed the “metabolic syndrome”, that increase the risk of cardiovascular disease [1]. Dysregulation of the endocannabinoid (EC) system has been linked to increased adiposity in humans by epidemiological and genetic data [2], [3], [4]. Obesity and hyperglycemia are associated with elevated plasma and tissue endocannabinoid levels in animal models and obese patients [2], [5], [6], [7]. In four large human trials, 20 mg/day of the cannabinoid type 1 receptor (CB1) antagonist rimonabant resulted in clinically significant and prolonged reductions in body weight, waist circumference, and components of the metabolic syndrome [8], [9], [10], [11]. The effects of rimonabant on plasma lipids and glycosylated hemoglobin appear to be partly independent of weight loss [12]. Pharmacological or genetic ablation of CB1 in diet-induced and genetic mouse models of obesity results in a transient hypophagic response, followed by prolonged effects on weight loss, adiposity, and normalization of metabolic parameters [13], [14], [15], [16], [17], [18]. These effects suggest that reduced food intake does not fully explain the improvement in adiposity-related measures with CB1 inactivation. Hepatic CB1 activation increases *de novo* lipogenesis through SREBP1c activation, and decreases fatty acid oxidation by inhibiting AMP kinase [19], [20]. Furthermore, hepatocyte specific deletion of CB1 or administration of a non-brain-penetrant CB1 antagonist prevents hepatic steatosis, hyperlipidemia, and insulin resistance on a high-fat diet, independent of weight gain [21], [22]. Similarly, ethanol-induced hepatic steatosis is absent in hepatocyte specific CB1 −/− animals [20]. Together these observations raise the possibility that aberrant EC signaling mediates development of the metabolic syndrome, both by influencing body weight and directly regulating metabolic processes.

While the necessity of CB1 signaling for development of obesity and related metabolic disturbances has been demonstrated, it is uncertain if EC elevation is sufficient to induce changes in hepatic lipid and glucose metabolism independent of changes in food intake and body weight. Furthermore, the molecular pathways underlying the powerful regulatory effects of CB1 on hepatic metabolism remain largely unclear. In the present study, we investigate the effects of elevated ECs on hepatic lipid content and insulin sensitivity independent of food intake. The ECs responsible for CB1 signaling are N-arachidonyl ethanolamine (AEA, or anandamide) and 2-arachidonoyl glycerol (2-AG). Both are arachidonic acid derivatives produced locally by phospholipases, N-acyl-phosphatidylethanolamine-selective phospholipase D, and sn-1-selective diacylglycerol lipases, respectively [23]. Anandamide is a partial CB1 agonist with moderate affinity, and 2-AG is a lower affinity complete CB1 agonist that is present at much higher concentrations than AEA. Signaling is terminated by enzymatic breakdown of AEA and 2-AG by fatty acid amide hydrolase (FAAH) and monoacylglycerol lipase (MAGL), respectively [23].

Since exogenously administered 2-AG and AEA are rapidly degraded [24], we have chosen to induce increases in their levels by inhibiting the enzymes responsible for their degradation. The organophosphorus (OP) compound isopropyl dodecylfluorophosphonate (IDFP) inhibits both MAGL and FAAH and raises 2-AG and anandamide levels *in vivo* [25], [26]. We have previously shown that IDFP increases circulating triglyceride (TG) concentrations in a CB1-dependent manner through the decreased clearance of TG-rich lipoproteins [26]. CB1 antagonists and knockout mice can be used to assess the contribution of CB1 signaling to IDFP effects. We describe here the CB1-dependent effects of IDFP on hepatic lipid content and insulin sensitivity. In addition, to gain mechanistic insight into CB1 regulation of lipid and glucose metabolism, we assayed global hepatic gene expression by microarray analysis of IDFP and AM251/IDFP-treated mice (Fig. 1).

**Figure 1:**
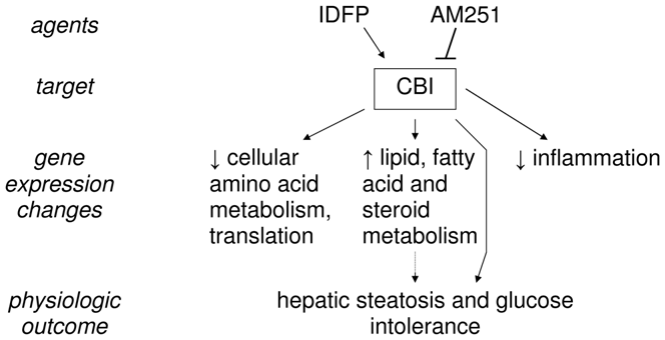
Effects of IDFP and AM251 on gene expression and physiological outcomes.

## Materials and Methods

### Chemicals

AM251, the 4-iodophenyl analog of rimonabant that has a 4-chlorophenyl substituent, was obtained from Tocris Cookson Inc. IDFP was synthesized as previously described [27].

### Animals

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the University of California-Berkeley Animal Care and Use Committee (Protocol R071-0310R). Injection of test compounds was performed under isoflurane anesthesia, and all efforts were made to minimize suffering. Swiss Webster mice were from Harlan Laboratories. CB1 +/+ and −/− breeding pairs were obtained from Andreas Zimmer and Carl Lupica [25], [28]. All experiments used Swiss Webster mice unless specifically stated otherwise, i.e. CB1 +/+ or −/−. All mice were 6–8 weeks of age, male, and weighed 18–23 g. Mice were fasted for 4 h, treated i.p. at 1 µl/g with dimethyl sulfoxide (DMSO) or test compounds dissolved in DMSO, and sacrificed 4 h after treatment with livers flash frozen. IDFP-treated mice in this study displayed cannabinoid-mediated behavioral effects similar to those previously reported [25].

### Biochemical Analyses

Flash frozen liver samples were homogenized in radioimmunoprecipitation assay buffer and TG and cholesterol were analyzed by enzymatic end-point measurements utilizing enzyme reagent kits (Catalog # F6428 & T2449, Sigma). Protein concentration of the hepatic homogenate was determined by the bicinchoninic acid method.

### Microarray Analysis

RNA was isolated from homogenized liver using the RNAeasy kit (Qiagen) and cRNA was synthesized from isolated RNA using the Illumina TotalPrep RNA amplification kit (Applied Biosystems). cRNAs from 19 individual mice were hybridized to mouseref-8 v2.0 beadchips and read on the iscan instrument. Group data represent the average of 5–8 individual mice randomized to three chips. Data were processed using BeadStudio software 3.2 (Illumina) with quantile normalization, background subtraction, and multiple testing correction (Benjamini and Hochberg false discovery rate). To quantify the effects of AM251 pre-administration relative to IDFP induced alterations a reversal metric was calculated as follows, with DMSO fold as 1.00:
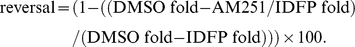
For example, lipocalin 2 (lcn2) has fold changes of 1.00 (DMSO), 0.20 (IDFP), and 2.68 (AM251/IDFP), thus percent reversal = (1–((1.00–2.68)/(1.00−.20)))×100 = 310%.

The web-based data analysis tools Panther (http://www.pantherdb.org) and FUNCASSOCIATE 2.0 ((http://llama.med.harvard.edu/funcassociate) were used with default settings. All microarray data is MAIME compliant and has been deposited in the GEO database (accession # GSE22949).

### PCR Confirmation

Relative quantitative PCR was performed on the ABI7900 system using SYBR green master mix in triplicate (Applied Biosystems). All genes were normalized to an endogenous control gene, gusb. The primers used are given in Supplemental Table S1.

### Glucose Tolerance and Insulin Sensitivity

Glucose (2 g/kg) was administered i.p. 2 h following treatment with IDFP or DMSO. Blood glucose was determined by the Onetouch ultra monitor system (Lifescan, Inc.) 0, 15, 30, 60, 90, 120 and 180 min following glucose administration. Plasma insulin was determined by ELISA (Millipore) 0, 10, 15, and 30 min following glucose administration. To test insulin sensitivity, insulin (0.5 U/kg) was administered i.p. 2 h following treatment with IDFP or DMSO and glucose was determined as above at 0, 15, 30, and 60 min following treatment.

### Statistical analyses

Results are presented as mean ± standard error. One- and two-way repeated measures analysis of variance was used to test significance of treatment effects. Post-hoc analysis (Tukey's) examined significance (p<0.05) of individual treatment effects. All analyses were performed using JMP version 7.0. Additional statistical information is given in Supplemental Table S2.

## Results

### 1.1 IDFP produces CB1-dependent hepatic steatosis

To test the effects of elevated ECs on hepatic lipid levels, mice were treated with IDFP or vehicle control (DMSO). To determine the CB1-dependence of these effects, a subset of the IDFP group was pretreated with the CB1 antagonist, AM251. IDFP treatment significantly increased hepatic TG levels (Fig. 2A), while AM251 pre-administration partially reversed this effect (Fig. 2A). IDFP had no significant effect on hepatic cholesterol content (Fig. 2B). The partially CB1-dependent increase in hepatic TG but not cholesterol levels was confirmed in CB1 −/− mice and wild-type littermates treated with IDFP (Supplemental Fig. S1). These effects of cannabinoid signaling on hepatic triglyceride levels are consistent with previous studies showing cannabinoid agonists increase *de novo* lipogenesis and lipid accumulation in the liver [29], [30].

**Figure 2:**
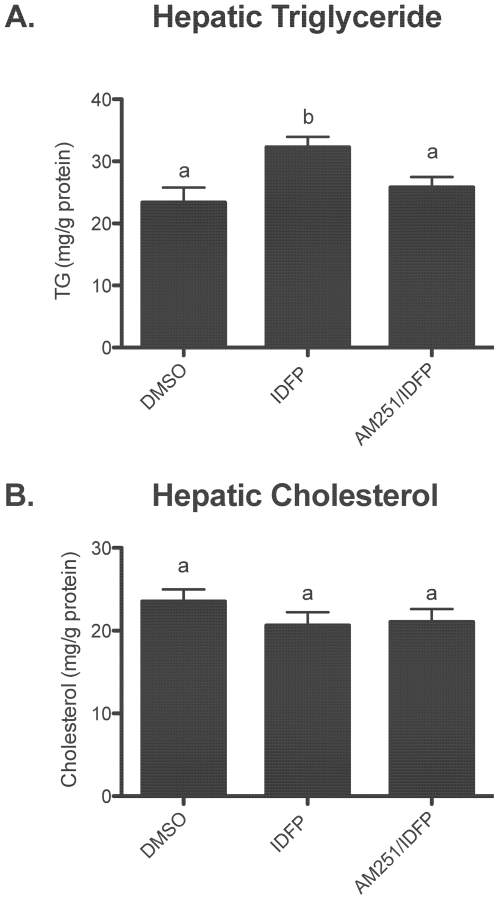
CB1-dependent effects of IDFP on hepatic TG (A) and cholesterol (B) levels. Mice were treated with DMSO or IDFP (10 mg/kg, ip, 4 h) alone or 15 min following AM251 (10 mg/kg, ip). n = 20–21. Groups not sharing a common superscript letter are significantly different (p<0.05).

### 1.2 IDFP impairs glucose tolerance by both CB1-dependent and -independent effects

To test the effect of MAGL/FAAH inhibition on glucose homeostasis, mice were treated with DMSO or IDFP with or without pre-administration of AM251 and then subjected to a glucose tolerance test. IDFP produced profound glucose intolerance (Fig. 3A). As the glucometer used in these studies had a maximum reading of 600 mg/dl, the glycemia of IDFP-treated animals may be underestimated, although 4 h after glucose administration the glucose levels of all animals were in the quantifiable range (data not shown). The IDFP effect was mitigated, but not completely reversed, by pre-administration of AM251 (Fig. 3A). Likewise, IDFP induced severe glucose intolerance in wild-type C57BL6 mice, but CB1 −/− littermates were less susceptible to IDFP induced glucose intolerance (Supplemental Fig. S2). Unexpectedly, the CB1 −/− mice were more glucose intolerant than their wild-type littermates. To test if the glucose intolerance resulted from insulin resistance or altered insulin secretion, insulin levels were determined 10,15, and 30 min after glucose administration in DMSO and IDFP-treated Swiss Webster mice. IDFP-treated mice had significantly elevated levels of insulin at all time points (10 min: 0.68±0.07 vs. 1.19±0.09 ng/ml, 15 min: 0.44±0.09 vs 1.29±0.26 ng/ml; 30 min: 0.42±0.03 vs 0.73±.08 ng/ml, all p<0.05, n = 5). As the elevated insulin levels suggest insulin resistance, an insulin tolerance test was performed to determine the effects of IDFP on insulin resistance. Although the effects did not reach statistical significance, IDFP decreased, while AM251 pretreatment partially restored, the glucose-lowering efficacy of insulin (Fig. 3B).

**Figure 3:**
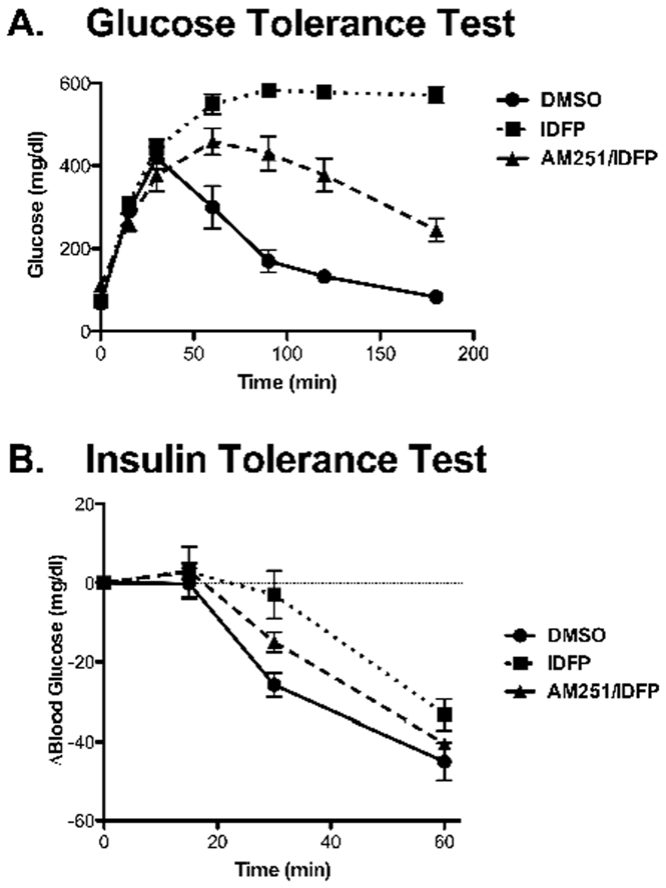
IDFP causes CB1-dependent and -independent glucose intolerance (A) and insulin resistance (B). Mice were treated with DMSO or IDFP (10 mg/kg, i.p., 4 h) alone or 15 min following AM251 (10 mg/kg, i.p.). Two h following DMSO or IDFP treatment, mice were administered glucose (2 g/kg) or insulin (0.5 U/kg) and plasma glucose was determined at the time points indicated. n = 4–5. Results were analyzed by repeated measures analysis of variance. The three groups responded in a significantly different fashion to glucose (F = 34.50, p = <0.0001), but not insulin (F = 1.96, p = .137).

### 1.3 IDFP Alters Hepatic Gene Expression

#### 1.3.1 Cluster Analysis

To identify the pathways activated by IDFP administration, specifically those dependent on CB1 activation, microarray analysis was performed on hepatic mRNA from DMSO, IDFP and AM251/IDFP-treated animals. 

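Hepatic RNA of 19 mice was hybridized to Illumina MouseRef-8 BeadChips, on which the brightness of beads carrying a probe measures the amount of a matching transcript. There were 6 mice given the vehicle DMSO, 8 mice given IDFP at 10 mg/kg and 5 mice given AM251 at 10 mg/kg 15 min before IDFP at 10 mg/kg, and livers were taken 4 h after treatment. IDFP inhibits MAGL and FAAH, the enzymes that degrade the endocannabinoids 2-AG and anandamide, and AM251 is an antagonist of CB1. Each array holds the RNA of a separate mouse. The sample labels and Fig. 4 give these group sizes, whereas the note under Table 1 gives 5, 8 and 7 mice. The deposited intensities had been quantile normalized and background subtracted by the authors in BeadStudio 3.2, and 30.1% of them lie below 0. A probe was called detected on an array when it exceeded 17.5 to 17.6 units, which is 1.64 times the background SD of 10.6 to 10.7 units estimated from the values of that array below 0. Between 8997 and 9157 genes exceeded this threshold on an array, with medians of 9064 genes in DMSO-, 9042 in IDFP- and 9062 in AM251/IDFP-treated mice. Genes detected on most arrays of at least 1 group were tested, each through its brightest detected probe. Intensities were corrected by the normexp method of limma with an offset of 16, put on the log2 scale and quantile normalized, a step that moved no value by more than 0.00888. Signals given for single genes are these corrected values on the linear scale. The offset shrinks the fold changes of dim genes. All 3 groups entered the same limma fit, and p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The number of arrays limits the precision: in simulated arrays of the same group sizes, 77.4% of genes changed 1.5-fold passed the test for IDFP vs. DMSO, and 66.9% did for AM251/IDFP vs. IDFP. The simulated genes varied independently, and only 100 genes in the first comparison and 50 in the other were changed 1.5-fold. These shares need not hold for the data. The chip that carried each array was not used here, so chip effects were not tested.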

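Transcripts of the main hydrolases of the endocannabinoids, Faah and Mgll, gave bright signals in these livers. Faah, which encodes the hydrolase of anandamide, had a signal of 3354 ± 556 (SD, n = 6) in DMSO-treated mice, and Mgll, which encodes MAGL, had 2663 ± 473 (SD, n = 6). Neither transcript passed the test after IDFP, with log2 changes of -0.11 (SE 0.10, adjusted p = 0.507 from limma) for Faah and 0.12 (SE 0.14, adjusted p = 0.592) for Mgll. Dimmer probes of Faah disagreed, with log2 changes of -0.35 (unadjusted p = 0.0278) and 0.53 (unadjusted p = 0.0191). Abhd6, which encodes a further hydrolase of 2-AG, rose by 0.46 (SE 0.11, adjusted p = 0.00742) from a dim signal of 59.6 ± 5.09 (SD, n = 6) and was higher in all 8 IDFP-treated mice than the DMSO mean. Cnr1, which encodes CB1, was not detected in any group. The named probes of the array covered 16593 genes, of which 9346 (56.3%) were detected in at least 1 group. By group, 8769 genes were detected in DMSO-, 8772 in IDFP- and 8970 in AM251/IDFP-treated mice.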

Of the 18,097 genes present on the array, 8,857 were detected in at least one of the groups at p<0.05. 

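H1f2, which encodes a linker histone, shows how the groups lay. Its signal was 2349.6 ± 524 (SD, n = 6) after DMSO, 6791 ± 1686 (SD, n = 8) after IDFP and 2344 ± 426 (SD, n = 5) after AM251/IDFP. Dnajc12, which encodes a cochaperone, went the other way, with signals of 1326 ± 316 (SD, n = 6), 307 ± 81.3 (SD, n = 8) and 868 ± 235 (SD, n = 5). Over the 9346 detected genes, the distance between arrays (1 minus Pearson's r of log2 signals) averaged 0.0262 between DMSO- and IDFP-treated mice, against 0.0168 within DMSO and 0.0169 within IDFP. This separation was larger than in any other split of the 14 arrays (one-sided exact permutation test, p = 0.000333, the smallest that 3003 splits can give). AM251/IDFP-treated mice lay at a mean distance of 0.0251 from DMSO and 0.0262 from IDFP, and 3 of the 5 were closer to DMSO. They were also separated from DMSO (one-sided exact permutation test, p = 0.00216, the smallest of 462 splits) and from IDFP (p = 0.000777, the smallest of 1287 splits). Principal component 1, with 22.3% of the variance, placed DMSO-treated mice between -25.1 and -6.83, IDFP-treated mice between 7.09 and 20.1, and AM251/IDFP-treated mice between -10.2 and 1.33. Component 2, with 17.8% of the variance, placed AM251/IDFP-treated mice between 12.7 and 25.4 and all others between -27.1 and 3.52. When the average-linkage tree of all 19 arrays was divided into 2 branches, AM251/IDFP mouse 3 formed a branch alone, and all 14 DMSO and IDFP arrays shared the other. The number of these 14 counted as lying with their own group was then 8. This is the size of the IDFP group and says nothing about the separation of DMSO and IDFP. Without this mouse the number was 11.

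**Figure D1:**
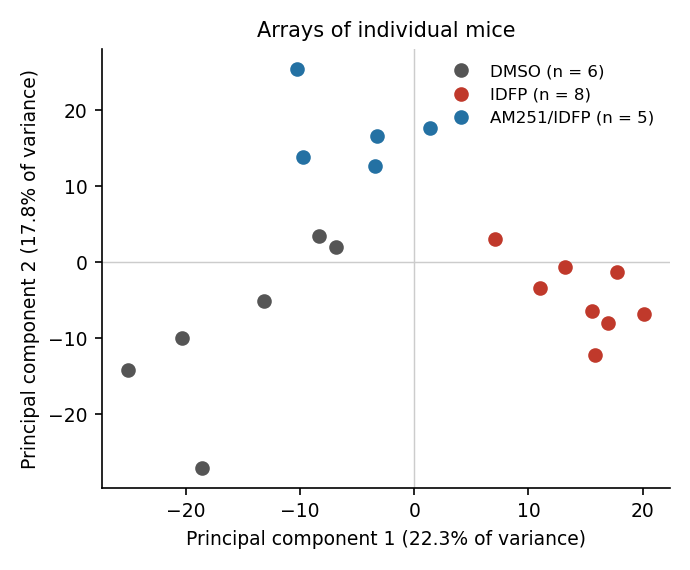
Scores of the 19 arrays on principal components 1 (horizontal axis, 22.3% of the variance) and 2 (vertical axis, 17.8% of the variance) of the log2 signals of 9346 genes, with 1 point per mouse in DMSO (n = 6), IDFP (n = 8) and AM251/IDFP (n = 5). IDFP-treated mice lie to the right, from 7.09 to 20.1 on component 1, and AM251/IDFP-treated mice lie above the others, from 12.7 to 25.4 on component 2.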

IDFP-treated animals segregated well from DMSO treated animals in cluster analysis, while results for the AM251/IDFP-treated animals were intermingled with those for the DMSO treated animals (Fig. 4). After correction for multiple testing, the expression of 533 genes was significantly altered by IDFP administration (Supplemental Table S3). Of these, 230 were increased by IDFP, while 303 were decreased. These 533 genes had a skewed distribution of p-values for the IDFP vs. AM251/IDFP comparison, making them inappropriate for the generation of q-values and false discovery rate analysis. 

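Several of the largest falls after IDFP were in genes that respond to amino acid shortage through the transcription factor ATF4, and Lcn2, Saa1 and Saa2, which encode secreted proteins of the acute phase, were also among the 10 largest. Fgf21, which encodes a hormone that the liver secretes in fasting, dropped from a signal of 6213 ± 2365 (SD, n = 6) after DMSO to 252 ± 156 (SD, n = 8) after IDFP and fell by 4.76 on the log2 scale (SE 0.44, adjusted p = 1.28e-06 from limma). Inhbe, which encodes the beta E subunit of inhibin, fell by 3.08 (SE 0.26, adjusted p = 4.52e-07), and Asns, the synthetase of asparagine, fell by 2.81 (SE 0.40, adjusted p = 8.77e-05). Chac1, which degrades glutathione, fell by 2.01 (SE 0.17, adjusted p = 4.52e-07), and Mthfd2, a mitochondrial enzyme of folate metabolism, fell by 1.93 (SE 0.22, adjusted p = 7.94e-06). Among the largest rises was Pdk4, which encodes a kinase that inhibits pyruvate dehydrogenase and rose by 2.70 (SE 0.45, adjusted p = 0.00034), from 107 ± 16.5 (SD, n = 6) to 996 ± 841 (SD, n = 8). Ppargc1b, a transcriptional coactivator of lipid and mitochondrial genes, rose by 2.31 (SE 0.27, adjusted p = 1.26e-05). Rgs1, a regulator of G protein signaling, rose by 2.20 (SE 0.26, adjusted p = 1.26e-05), the clock repressor Nr1d1 rose by 1.86 (SE 0.18, adjusted p = 1.28e-06), and the p53 target Trp53inp1 rose by 1.76 (SE 0.23, adjusted p = 3.19e-05). For each gene named here, all 8 IDFP-treated mice lay on the same side of the DMSO mean. In all, 1522 of the 9346 genes tested (16.3%) passed an adjusted p of 0.05.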

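The genes raised by IDFP included early response, clock and glucose production genes. Of 17 immediate early genes, which respond within minutes to stimuli, 11 rose, none fell and 6 did not pass the test (12 rose when adjusted over the list alone), with Gadd45b up by 2.69 (SE 0.35, adjusted p = 3.55e-05), Jund by 1.15 (SE 0.20, adjusted p = 0.000606) and Klf4 by 0.74 (SE 0.14, adjusted p = 0.000776). Among the 11 was Myc, whose call (0.40, adjusted p = 0.0408) was lost without DMSO 1, 3, 4 or 6 or IDFP 5, 6, 7 or 8 (adjusted p of at most 0.0924). As a set their shift passed limma's camera test with a preset correlation of 0.01 (adjusted p = 5.04e-08), but not with an estimated correlation (adjusted p = 0.0779). Of 16 genes of the circadian clock, 7 rose and none fell (9 rose when adjusted over the list alone), among them Per1, which rose by 1.43 (SE 0.30, adjusted p = 0.00272), and the kinase Csnk1d, which rose by 0.72 (SE 0.15, adjusted p = 0.00203). The clock set passed with both correlations (adjusted p = 7.65e-06 and 0.0347). Of 11 genes of gluconeogenesis and FOXO1 targets, 5 rose and none fell (8 rose when adjusted over the list alone). G6pc, the last enzyme of glucose production, rose by 1.39 (SE 0.24, adjusted p = 0.000449), Sesn1 rose by 0.99 (SE 0.13, adjusted p = 4.35e-05) and Irs2, an adaptor of the insulin receptor, rose by 0.89 (SE 0.25, adjusted p = 0.0176), and the others that rose were Ppargc1a and Foxo1, the latter chosen after its value was seen. The call of Foxo1 (0.44, adjusted p = 0.0352) was lost without DMSO 2 or 3 or IDFP 2, 3, 4, 6 or 8 (adjusted p of at most 0.1). This set passed with the preset correlation (adjusted p = 2.05e-05), but not with an estimated correlation (adjusted p = 0.0779). Of 12 p53 targets, 3 rose and none fell (4 rose when adjusted over the list alone), namely Trp53inp1, Sesn1 and the cell cycle inhibitor Cdkn1a, which rose by 1.69 (SE 0.33, adjusted p = 0.00137), and the set passed with both correlations (adjusted p = 0.00419 and 0.0347). Over all genes, 631 were higher after IDFP, by a median fold of 1.39, and 891 were lower, with a median fold of 0.721. More than 2-fold changes were found for 47 of the higher and 66 of the lower genes, and 2882 genes had an unadjusted p under 0.05.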

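Many of the genes changed by IDFP moved back in mice that had also received AM251. Xbp1, a transcription factor of the unfolded protein response, fell by 1.21 (SE 0.14, adjusted p = 7.94e-06) with IDFP and was 0.79 higher on the log2 scale in AM251/IDFP than in IDFP (SE 0.14, adjusted p = 0.00123). Its target Dnajb9, a chaperone of the endoplasmic reticulum, fell by 1.11 (SE 0.18, adjusted p = 0.00034) and was 0.96 higher (SE 0.19, adjusted p = 0.003). The transcription factor Irf1 fell by 1.01 (SE 0.15, adjusted p = 0.000131), and its change between IDFP and AM251/IDFP was 0.18 (SE 0.16, adjusted p = 0.558). Of the 1522 genes changed by IDFP, 49.9% had an unadjusted p under 0.05 for AM251/IDFP vs. IDFP, against 18.9% of the other 7824 genes, and the median p was 0.0506 against 0.318. Over all 9346 genes, 558 were higher and 453 lower in AM251/IDFP than in IDFP by limma's adjusted p, 1011 in total, and 667 without AM251/IDFP mouse 3. Of the 631 genes raised by IDFP, 163 were lowered again, and of the 891 lowered by IDFP, 303 were raised again, where independent lists of these sizes would share 30.6 and 53.2 genes. Both comparisons use the same IDFP arrays. When these were divided between the comparisons in 70 ways, 183 genes were shared on average against 22.8 for independent lists. Across genes, which are not independent replicates, the log2 changes of the comparisons had r = -0.546 and a covariance of -0.0539, against -0.407 and -0.00844 in simulated groups without effects, a difference in covariance of -0.0455.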

To quantitate the ability of AM251 pre-administration to reverse IDFP-induced changes in gene expression, the percent reversal of the 533 significantly altered genes was determined (see methods for calculations). 

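Reversal by AM251 differed widely between the genes changed by IDFP. Nr1d1 and H1f2 returned to about the DMSO level, with reversals of 98.2% and 100.1%, and their log2 changes from IDFP to AM251/IDFP were -1.80 (SE 0.18, adjusted p = 1.09e-05) and -1.51 (SE 0.19, adjusted p = 6.35e-05) by limma. Dnajc12 was reversed by 55.1%, Trp53inp1 by 28.0%, Inhbe by 19.3%, Chac1 by 13.6%, Fgf21 by 8.62% and Cdkn1a by 7.35%. The extremes were Cldn14, a tight junction protein, at 340.6% and Ranbp9, a scaffold protein, at -152.9%, which were chosen after their values were seen. Their calls for IDFP vs. DMSO were close to the threshold. Cldn14 changed by -0.57 (adjusted p = 0.0486), and its adjusted p rose to at most 0.131 when any of 14 arrays was left out (all 6 DMSO, IDFP 1 and 3 to 7, AM251/IDFP 4 and 5). The call of Ranbp9 was lost without DMSO 3, 4 or 5 or IDFP 1, 2, 3 or 7 (adjusted p of at most 0.106). Over the 1522 genes, the mean reversal was 48.7% (SEM 1.42 over genes) and the median 47.6%, with quartiles of 13.9 and 81.2%. Taking each AM251/IDFP-treated mouse by itself, the mean ranged from 32.8 to 65.9% (SD 14.1, n = 5). The mean was 48.2% for genes raised and 49.0% for genes lowered by IDFP, whereas the median was 53.7% for genes raised and 43.9% for genes lowered. Of the 1522 genes, 733 (48.2%) were reversed by more than 50%, 239 by more than 100%, and 267 had a reversal below 0. Selecting genes on the DMSO and IDFP arrays alone gives some reversal: in 100 simulations in which AM251 had no effect, the mean was 9.28% and at most 10.6%. The simulated genes varied independently of each other, so this maximum is no upper bound for genes that vary together between mice.

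**Figure D2:**
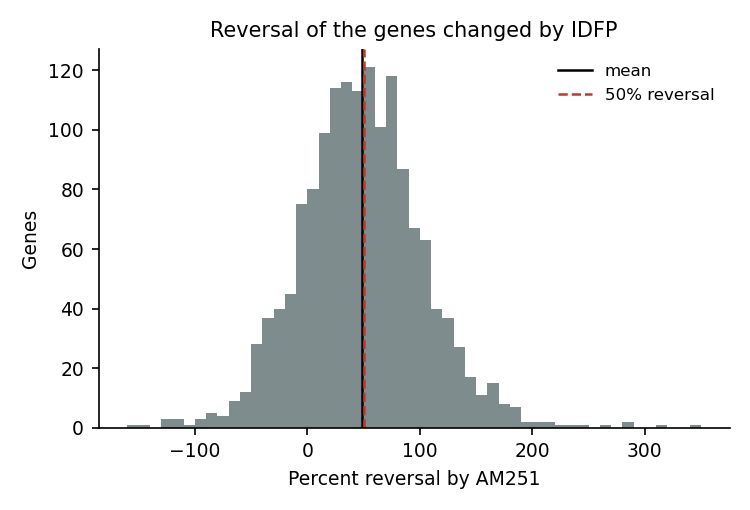
Histogram of the percent reversal by AM251 (horizontal axis) of the 1522 genes changed by IDFP, with the number of genes on the vertical axis. The solid line marks the mean of 48.7% and the dashed line 50% reversal, which 733 genes exceeded.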

Although there was a large range (−128 to 310%), the average percent reversal (58±2%) was high, indicating that AM251 reversed a significant portion of the IDFP effects on gene expression. 

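Lcn2 encodes lipocalin 2, a secreted protein that binds bacterial siderophores. Its signal was 9554 ± 5485 (SD, n = 6) after DMSO, 1981 ± 1582 (SD, n = 8) after IDFP and 25497 ± 4819 (SD, n = 5) after AM251/IDFP. From DMSO to IDFP it fell by 2.31 on the log2 scale (two-sided exact permutation test over 3003 splits, p = 0.00766), and 4 of the 8 IDFP-treated mice lay below the lowest DMSO-treated mouse. AM251/IDFP was 4.06 above IDFP (exact p = 0.000777, the smallest of 1287 splits) and 1.76 above DMSO (exact p = 0.00649 over 462 splits), with all 5 mice above every other mouse. In the limma fit over all genes, the adjusted p was 0.00407, 0.00012 and 0.0571 for these comparisons. The last of them was 0.0439 without DMSO 1, 0.0320 without DMSO 6, 0.0415 without IDFP 1, 0.0451 without IDFP 7 and 0.0499 when a gene had to be detected on every array of a group. The reversal of Lcn2 was 310.5%, computed from group means of the linear signals.

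**Figure D3:**
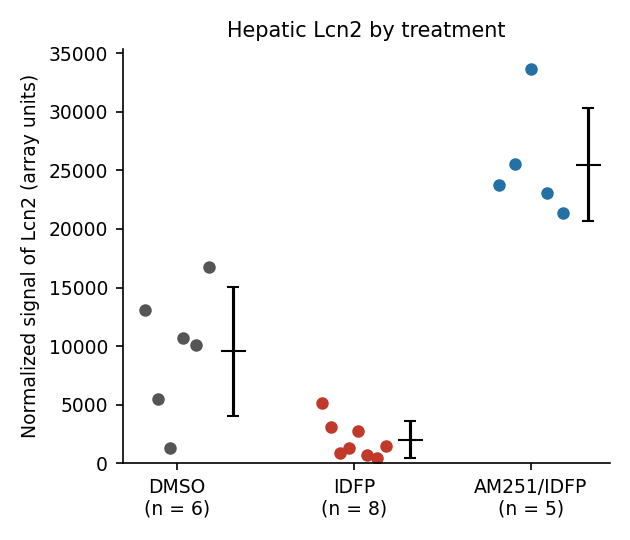
Normalized signal of Lcn2 in array units on a linear vertical axis by treatment, with 1 point per mouse in DMSO (n = 6), IDFP (n = 8) and AM251/IDFP (n = 5), and the mean with its SD beside each group. The 5 AM251/IDFP-treated mice lie above all DMSO- and IDFP-treated mice.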

Lipocalin 2 (lcn2) had the highest percent reversal (310%), with IDFP decreasing and AM251 pre-administration increasing expression levels, effects confirmed by PCR (Fig. 5).

**Figure 4:**
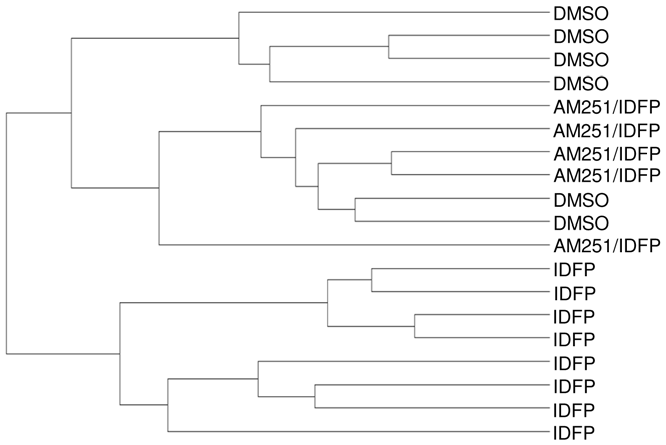
Hierarchical clustering of the transcriptome of individual mice. Dendrogram representation of cluster analysis from BeadStudio software 3.2 (Illumina).

**Figure 5:**
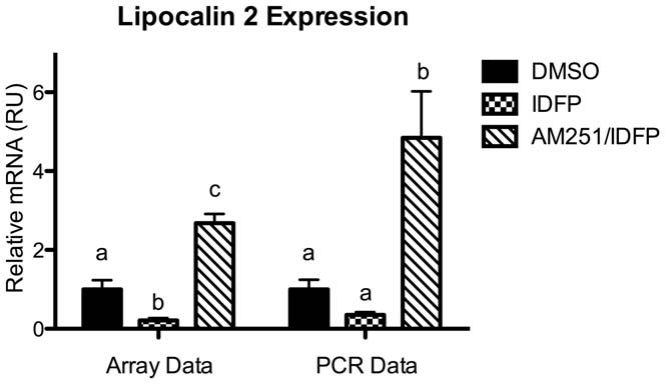
CB1-dependent effects of IDFP on hepatic expression of lipocalin 2. RNA was isolated from the mice used for the experiment in Fig. 2. Array n = 5–8. PCR n = 17–18. Groups within the array and PCR assays not sharing a common superscript letter are significantly different (p<0.05).

#### 1.3.2 Identification of Functional Categories

Two complementary approaches were used to identify functional categories within the data set. First, the Panther classification system was used to determine biological processes regulated within the dataset. This analysis accounts for the fold change of every gene detected, but is limited to differential analysis of two groups at a time. Lipid, fatty acid, and steroid metabolism was the only category identified when IDFP was compared with both DMSO and AM251/IDFP (Supplemental Table S4). 

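Table 1 lists 8 detected genes of lipid, fatty acid and steroid metabolism, and all 8 rose with IDFP; the study chose them on these arrays, so their direction is not independent evidence. Apart from the coactivator Ppargc1b, the largest rise was that of Lpin2, a phosphatidate phosphatase, at 1.70 (SE 0.28, adjusted p = 0.000299). Insig1, which retains sterol regulatory proteins in the endoplasmic reticulum, rose by 0.70 (SE 0.19, adjusted p = 0.0134), Sgms2, a sphingomyelin synthase, rose by 0.67 (SE 0.14, adjusted p = 0.00203) and Mtmr3, a lipid phosphatase, rose by 0.66 (SE 0.10, adjusted p = 0.000177). From IDFP to AM251/IDFP, Ppargc1b fell by 1.51 (SE 0.28, adjusted p = 0.00179), Sgms2 fell by 1.06 (SE 0.15, adjusted p = 0.000156) and Mtmr3 fell by 0.49 (SE 0.11, adjusted p = 0.00527). In this comparison 7 of the 8 fell, while Pla2g6, a phospholipase, had a log2 change of -0.30 (SE 0.12, adjusted p = 0.117); 8 of 8 passed when adjusted over the list alone. Of the 7, the call of Insig1 (-0.63, adjusted p = 0.0446) was lost without DMSO 1 or 2 or IDFP 2, 3, 6, 7 or 8 or AM251/IDFP 1, 3 or 4 (adjusted p of at most 0.126), that of Lpin2 (-0.94, adjusted p = 0.0425) without DMSO 4 or IDFP 3, 4, 5, 6, 7 or 8 or AM251/IDFP 1, 2, 3 or 5 (adjusted p of at most 0.138), that of Chkb without IDFP 5 or AM251/IDFP 3 or 5 (adjusted p of at most 0.109) and that of Apol9b without AM251/IDFP 1, 3 or 4 (adjusted p of at most 0.0618). Dimmer probes of Insig1 had log2 changes of -0.91 (unadjusted p = 0.00124) and -0.89 (unadjusted p = 0.000867) from IDFP to AM251/IDFP. As a set the 8 genes passed the camera test in both comparisons (adjusted p = 4.36e-09 and 3.26e-07), also with an estimated correlation (adjusted p = 0.0186 and 0.0477). Of 22 genes of fatty acid and triglyceride synthesis, 4 rose and none fell with IDFP (6 rose and 1 fell when adjusted over the list alone). The lipogenic regulator Srebf1 rose by 1.16 (SE 0.25, adjusted p = 0.00339) and Dgat2, which completes triglyceride synthesis, rose by 0.46 (SE 0.12, adjusted p = 0.0131), with Lpin2 and Lpin1 as the others. Fasn, the fatty acid synthase, had a log2 change of 0.01 (SE 0.14, adjusted p = 0.966). Its signal was dim, from 58.0 to 90.1 in DMSO-treated mice, so its fold is shrunken and a change cannot be excluded. Acaca (acc in the paper) did not pass with IDFP, but it fell without DMSO 1 (-0.48, adjusted p = 0.0362), IDFP 8 (-0.51, 0.0108) or AM251/IDFP 4 (-0.41, 0.0412). Against DMSO it was lower in AM251/IDFP (-0.56, adjusted p = 0.0362), a call lost without DMSO 2, 3 or 6 or AM251/IDFP 1, 2, 3 or 5 (at most 0.0977). The call of Lpin1 (1.33, adjusted p = 0.039) was lost without DMSO 2, 3, 4 or 5 or IDFP 1, 2, 3, 4 or 6 (adjusted p of at most 0.108). The set passed (adjusted p = 0.0415), but not with an estimated correlation (adjusted p = 0.365) or without DMSO 2, 3 or 5 or IDFP 2, 5 or 8 (adjusted p of at most 0.0751). In AM251/IDFP against IDFP 5 of them fell and none rose (Srebf1, Lpin2 and, chosen after their values were seen, Elovl5, Gpam and Agpat2), both over all genes and when adjusted over the list alone (set adjusted p = 0.013, and 0.239 with an estimated correlation). Of these, Srebf1 did not pass without AM251/IDFP 1, 2 or 3 (adjusted p of at most 0.064), Elovl5 without IDFP 2, 3, 5, 6 or 7 or AM251/IDFP 1, 3 or 4 (at most 0.138) and Gpam without AM251/IDFP 3 or 4 (at most 0.0759). Of 18 SREBP2 targets of cholesterol synthesis and uptake, 2 rose, Insig1 and Stard4, and of 23 genes of fatty acid oxidation, 3 rose, Pdk4, Ehhadh and Angptl4, the same numbers as when adjusted over the list alone. The enzyme Ehhadh rose by 0.68 (SE 0.19, adjusted p = 0.0199), whereas the call of Stard4 (0.41, adjusted p = 0.0324) was lost without DMSO 1, 3, 4 or 5 or IDFP 5, 7 or 8 (adjusted p of at most 0.0855) and that of Angptl4 (0.49, adjusted p = 0.0371) without DMSO 2, 3, 4 or 5 or IDFP 1, 5, 6 or 7 (adjusted p of at most 0.106). These sets passed (adjusted p = 0.0241 and 0.0306), but not with an estimated correlation (adjusted p = 0.508 and 0.536). The first also failed without DMSO 3 or 5 or IDFP 5 (adjusted p of at most 0.102) and the other without DMSO 2 or 3 or IDFP 6 or 7 (adjusted p of at most 0.112).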

To identify a subset of genes with significantly altered CB1-dependent expression, upregulated (n = 112) and downregulated (n = 168) genes with >50% reversal and a nominal p value <0.05 between the IDFP and IDFP/AM251 groups were queried in Funcassociate 2.0. 

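By the same definition, 270 genes raised and 378 genes lowered by IDFP were CB1-dependent here, 648 of the 1522 genes changed by IDFP (42.6%). Among the raised genes were G6pc, reversed by 81.0%, Sesn1, reversed by 76.8%, and Csnk1d, reversed by 99.7%. From IDFP to AM251/IDFP, G6pc fell by 1.06 (SE 0.25, adjusted p = 0.00934), Sesn1 fell by 0.68 (SE 0.14, adjusted p = 0.00318) and Csnk1d fell by 0.70 (SE 0.16, adjusted p = 0.00596), in all 5 mice relative to the IDFP mean. Among the lowered genes were Asns, reversed by 58.9%, and Mthfd2, reversed by 61.1%, which rose by 2.00 (SE 0.43, adjusted p = 0.00439) and 1.41 (SE 0.23, adjusted p = 0.000606) in AM251/IDFP. With the adjusted p of limma for AM251/IDFP vs. IDFP in place of the nominal p, 163 raised and 281 lowered genes remained. In 100 simulations in which AM251 had no effect, 70.4 genes met the definition on average and 97 at most. The simulated genes varied independently, so this maximum is no upper bound for genes that vary together. From the reversal of IDFP effects by AM251, the paper treats such genes as CB1-dependent and queries them for shared functions.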

Although the 50% reversal cutoff for inclusion of a gene as CB1-dependent was arbitrary, stricter thresholds (80% cutoff) yielded similar results in the pathway analysis. 

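With the 80% threshold, 176 raised and 215 lowered genes were CB1-dependent. The lowered ones held 13 of 27 acute phase protein genes, where 0.621 would fall by chance (one-sided Fisher's exact test, adjusted p = 1.75e-13), and 6 of 19 cytosolic aminoacyl-tRNA synthetase genes, where 0.437 would (adjusted p = 2.41e-05). Fgl1 and Lrg1, secreted by the liver in inflammation, were reversed by 125% and 95.7%, and the synthetases of leucine (Lars) and isoleucine (Iars) by 129% and 81.3%. They also held 4 of 17 NF-κB targets and cytokines (adjusted p = 0.00338), the adaptor Myd88 at 132%, the chemokine Cxcl1 at 93.9%, the adhesion molecule Icam1 at 121% and Irak3 at 166%, and 4 of 30 genes of ribosome biogenesis (adjusted p = 0.0257), Heatr1 at 86.8%, Rpp38 at 111%, Nol10 at 145% and Ebna1bp2 at 143%. Of these, Icam1, Irak3, Nol10 and Ebna1bp2 were chosen after their values were seen, and the calls with IDFP of Irak3 and Ebna1bp2 were lost without DMSO 5 or 6 (adjusted p of at most 0.0817) and DMSO 3 or 5 or IDFP 5 (at most 0.085). With the mean over the probes of a gene, Ebna1bp2 did not pass, with log2 changes of -0.06 with IDFP (adjusted p = 0.631) and 0.17 from IDFP to AM251/IDFP (adjusted p = 0.138). A dimmer probe of Heatr1 went the other way with IDFP, with a log2 change of 0.22 (unadjusted p = 0.0134). The NF-κB list went both ways with IDFP, where these 4 fell and 3 rose (6 fell and 3 rose when adjusted over the list alone), and it did not pass the camera test (adjusted p = 0.811). Those that rose were the NF-κB inhibitors Nfkbia, by 1.00 (SE 0.19, adjusted p = 0.000974), and Nfkbib, by 1.21 (SE 0.16, adjusted p = 3.19e-05), and the surface protein Cd83, by 1.27 (SE 0.15, adjusted p = 1.69e-05). Of the 33 gene lists tested, 6 overlapped the lowered genes beyond chance at 80% and 8 at 50%, counting the lists of Table 1, which the study chose on these arrays. The other lists were written after Tables 1 and S3 had been read, so their overlaps are not independent of the paper. Fisher's exact test also takes genes as independent, which genes regulated together are not. Of the raised genes, 1 list passed at 80%, that of the lipid genes of Table 1 (Sgms2, Insig1 and Apol9b, 3 of 8, adjusted p = 0.0113), and 4 lists passed at 50%.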

While the upregulated genes were not significantly enriched for any gene ontology attributes, the downregulated genes were enriched in genes with roles in translation, cellular amino acid metabolic processes, and the acute phase response (Supplemental Table S5). 

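Many acute phase protein genes fell with IDFP, and many rose again with AM251. Of 27 such genes, 15 fell, 1 rose and 11 did not pass the test with IDFP (16 fell and 1 rose when adjusted over the list alone), with a median log2 change of -0.51. Saa1, a serum amyloid, fell by 2.28 (SE 0.58, adjusted p = 0.0106), the metalloreductase Steap4 fell by 1.46 (SE 0.30, adjusted p = 0.00217), Lrg1 fell by 0.89 (SE 0.14, adjusted p = 0.000207) and Fgl1 fell by 0.62 (SE 0.11, adjusted p = 0.000732). The gene that rose was the monocyte receptor Cd14, by 1.41 (SE 0.29, adjusted p = 0.00247), chosen after its value was seen. In AM251/IDFP against IDFP 14 rose and none fell (16 rose and 1 fell when adjusted over the list alone), with Saa1 up by 3.17 (SE 0.61, adjusted p = 0.00217), Steap4 by 2.60 (SE 0.32, adjusted p = 5.00e-05), Lrg1 by 0.86 (SE 0.15, adjusted p = 0.000849) and Fgl1 by 0.76 (SE 0.12, adjusted p = 0.0004). The camera test gave adjusted p = 1.63e-05 with IDFP, and 0.11 with an estimated correlation, and 3.73e-11 with AM251, and 0.0477 with an estimated correlation. Neutrophil markers, which stand for another cell type, were also higher in AM251/IDFP than in IDFP, by a median of 0.52 over 8 genes (adjusted p = 0.00841, 0.422 with an estimated correlation and 0.126 without AM251/IDFP mouse 3), although 1 of the 8, Fpr2, passed by itself (4 when adjusted over the list alone). Of 19 cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs for translation, 8 fell and none rose with IDFP (12 fell when adjusted over the list alone; adjusted p = 1.91e-05, 0.105 with an estimated correlation), and 10 rose in AM251/IDFP against IDFP (12 over the list alone; adjusted p = 6.82e-07, 0.0686 with an estimated correlation). Iars fell by 0.70 (SE 0.11, adjusted p = 0.000295) and Eef1e1, a factor of the synthetase complex, fell by 0.78 (SE 0.16, adjusted p = 0.00196), and they rose by 0.59 (SE 0.12, adjusted p = 0.0031) and 0.96 (SE 0.17, adjusted p = 0.00105) with AM251. Of 25 ATF4 targets and genes of the amino acid response, 10 fell and 1, the stress factor Atf3, rose with IDFP (13 fell and 2 rose over the list alone; adjusted p = 7.65e-06, 0.11 with an estimated correlation), and 7 rose with AM251 (9 over the list alone; adjusted p = 0.000447, 0.251 with an estimated correlation). Of 30 genes of ribosome biogenesis, 7 fell and 3 rose with IDFP (9 and 3 over the list alone; adjusted p = 0.0203, 0.501 with an estimated correlation and 0.0839 without DMSO 5), and 10 rose with AM251 (16 over the list alone; adjusted p = 4.09e-08, 0.107 with an estimated correlation). Those that rose with IDFP were Rcl1 (0.77, adjusted p = 0.000215), of which a dimmer probe had a log2 change of 0.01 (unadjusted p = 0.975), and Nmd3 (0.52, adjusted p = 0.00288) and Nhp2 (0.27, adjusted p = 0.0261), which were chosen after their values were seen. The call of Nhp2 was lost without DMSO 3 or 5 (adjusted p of at most 0.0782) and without the detection filter (0.0568). Heatr1 and Rpp38 were up by 0.71 (SE 0.15, adjusted p = 0.00435) and 0.77 (SE 0.14, adjusted p = 0.00121) with AM251. The dimmer probes of Heatr1 disagreed with each other, with log2 changes of 0.22 (unadjusted p = 0.0134) and -0.65 (unadjusted p = 0.000125) with IDFP and of -0.02 (unadjusted p = 0.807) and 0.83 (unadjusted p = 1.35e-05) with AM251. The lowered CB1-dependent genes held 14 of the 27 acute phase genes (expected 1.09; Fisher's exact test, adjusted p = 5.07e-12) and 8 of the 19 synthetase genes (expected 0.768; adjusted p = 2.80e-06). The raised ones held 5 of 16 clock genes, Nr1d1, Rora, Csnk1d, Csnk1e and Bhlhe40 (adjusted p = 0.00108), 4 of 17 immediate early genes, Gadd45b, Jund, Atf3 and Fosb (adjusted p = 0.0132), and 3 of 11 gluconeogenesis and FOXO1 targets, G6pc, Sesn1 and Irs2 (adjusted p = 0.0273), where Bhlhe40 and Fosb were chosen after their values were seen. None of these lists passed for the raised genes with the 80% threshold. All lists were written after Tables 1 and S3 had been read, so the overlaps are not independent of the paper. Of the 33 lists, 19 passed the camera test with IDFP and 12 in AM251/IDFP against IDFP, a number that 18 of 100 splits of the same IDFP and AM251/IDFP arrays, the real one included, reached. Without the lists of Table 1, 16 and 9 passed.

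**Figure D4:**
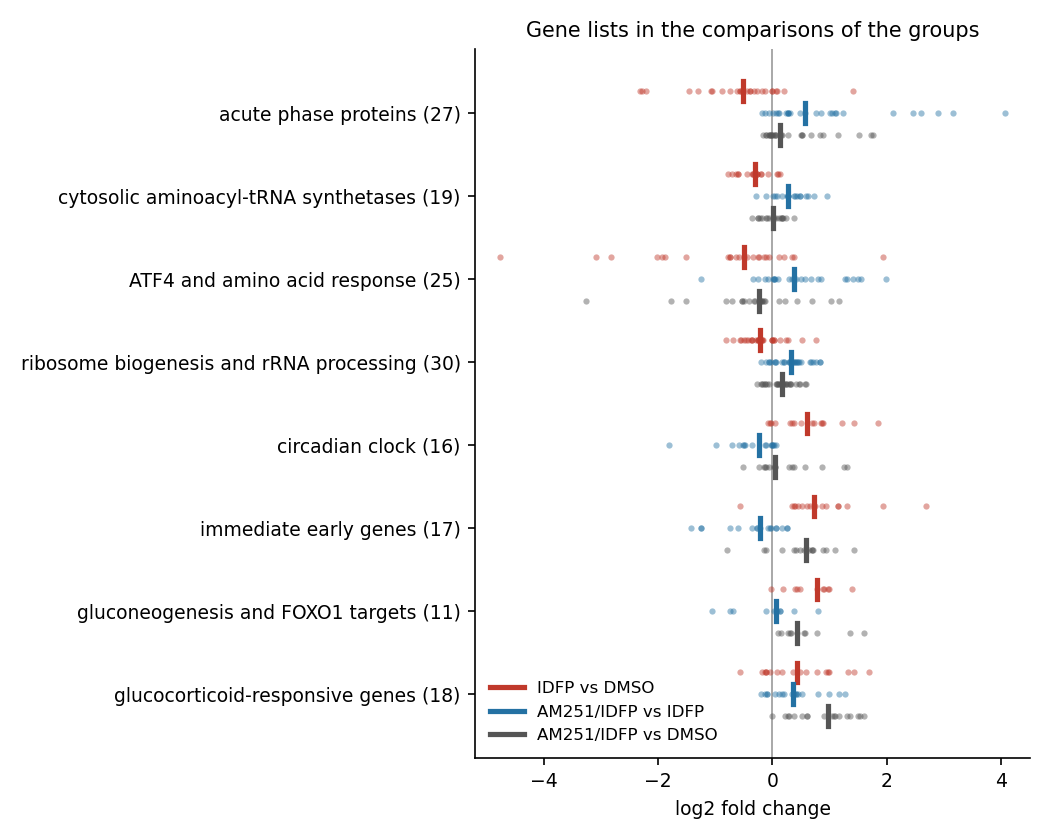
Log2 fold changes (horizontal axis) of the members of 8 gene lists (vertical axis, number of tested genes in parentheses) for IDFP vs. DMSO, AM251/IDFP vs. IDFP and AM251/IDFP vs. DMSO, with 1 point per gene and a thick tick at the median. The median of the acute phase proteins is -0.51 for IDFP vs. DMSO and 0.57 for AM251/IDFP vs. IDFP.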

The altered CB1-dependent genes represented within the enriched pathways and biological processes are shown in Table 1.

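Among the acute phase genes of Table 1, Orm2, an acute phase glycoprotein, had a signal of 4862 ± 1849.9 (SD, n = 6) after DMSO, 1998 ± 834 (SD, n = 8) after IDFP and 8678 ± 3741 (SD, n = 5) after AM251/IDFP. It fell by 1.29 (SE 0.29, adjusted p = 0.00461) with IDFP and rose by 2.12 (SE 0.31, adjusted p = 0.000232) from IDFP to AM251/IDFP. Saa2 and Saa4, serum amyloids, changed by -2.22 (SE 0.58, adjusted p = 0.0126) and -1.07 (SE 0.26, adjusted p = 0.00705) with IDFP and by 2.90 (SE 0.62, adjusted p = 0.00435) and 1.24 (SE 0.27, adjusted p = 0.00544) from there with AM251. Among the amino acid and translation genes, Psat1, an enzyme of serine synthesis, fell by 1.88 (SE 0.35, adjusted p = 0.000942), Eif2ak2, a kinase that restrains translation, fell by 0.89 (SE 0.13, adjusted p = 7.80e-05), and the synthetases Aars and Rars2 fell by 0.60 (SE 0.13, adjusted p = 0.00238) and by a log2 change of -0.59 (SE 0.09, adjusted p = 0.000112). With AM251 they rose by 1.56 (SE 0.37, adjusted p = 0.009), 0.58 (SE 0.13, adjusted p = 0.00709), 0.62 (SE 0.13, adjusted p = 0.00445) and 0.45 (SE 0.09, adjusted p = 0.00351). All 5 acute phase genes and all 14 amino acid and translation genes passed in both comparisons, also when adjusted over the list alone. In AM251/IDFP vs. DMSO none passed, and 2 and 2 had an unadjusted p under 0.05, Orm1 and Orm2, and Ncoa5 and Eif2ak2. When adjusted over the list alone, 2 of the 5 acute phase genes, Orm1 and Orm2, were higher there, and none of the 14 others passed. Over all genes, Orm1 had a log2 change of 0.52 (SE 0.17, adjusted p = 0.0609) there, and it passed with the 2 groups fitted by themselves (0.0360) and without DMSO 6 (0.0422), IDFP 1, 6 or 7 (0.0462, 0.0493 and 0.0366) or AM251/IDFP 5 (0.0484). Reversals ranged from 89.7 to 245.6% (median 139.3) for the acute phase genes, from 55.1 to 161.6% (median 80.1) for the amino acid and translation genes and from 55.3 to 139.8% (median 78.9) for the lipid genes. Some of these calls lay near the threshold. For IDFP vs. DMSO, that of Orm1 (-0.54, adjusted p = 0.0213) was lost without DMSO 4 (-0.49, adjusted p = 0.0569) and that of Rars (-0.34, adjusted p = 0.0378) without DMSO 2, 4 or 5 or IDFP 2, 4, 7 or 8 (-0.34 to -0.30, adjusted p of at most 0.0862). For AM251/IDFP vs. IDFP, the call of Gars (0.39, adjusted p = 0.0386) was lost without IDFP 1, 2, 3, 4, 5, 7 or 8 or AM251/IDFP 1, 2, 3 or 5 (0.32 to 0.39, adjusted p of at most 0.137), that of Farsb (0.39, adjusted p = 0.0166) without AM251/IDFP 1 or 3 (0.36 and 0.34, adjusted p of at most 0.0614) and that of Eif2b4 (0.37, adjusted p = 0.0232) without AM251/IDFP 1 or 3 (0.34 each, adjusted p of at most 0.0753). The study chose these genes on these arrays, so the counts are not independent evidence. As sets with IDFP, the acute phase genes had adjusted p = 0.000131 (0.11 with an estimated correlation) and the amino acid and translation genes 4.08e-13 (0.0347). With AM251 the values were 1.34e-07 (0.0478) and 5.35e-13 (0.0477).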

**Table 1:** Altered CB1-dependent Genes Represented within the Enriched Pathways.

Pathway	Fold Change vs. DMSO^a^ (1.00)		Reversal by AM251^b^ (%)
	IDFP	AM251/IDFP	
**Acute Phase Response**			
orm1	0.70	1.43	246
orm2	0.41	1.79	233
saa2	0.25	1.30	139
saa4	0.51	1.11	123
stat3	0.52	1.01	102
**Amino Acid Metabolism & Translation**			
Rars	0.74	1.12	147
Lars	0.63	1.11	129
Aars	0.65	1.00	100
Iars	0.65	0.97	93
Farsb	0.74	0.96	84
rars2	0.62	0.87	66
Gars	0.65	0.85	58
ncoa5	0.57	0.81	55
eef1e1	0.57	1.14	133
eif2b4	0.73	0.95	82
psat1	0.29	0.85	79
Pelo	0.64	0.91	75
Asns	0.15	0.68	62
eif2ak2	0.51	0.80	59
**Lipid, Fatty Acid, and Steroid Metabolism**			
sgms2	2.00	0.60	140
pgc1β	6.78	2.16	80
pla2g6	1.68	1.30	55
mtmr3	2.08	1.42	61
lpin2	3.22	1.70	69
insig1	1.90	1.08	91
chkb	1.81	1.26	67
apol9b	1.66	1.02	97
acsl1	1.79	1.05	93
ldlr	4.50	1.30	92

a Average fold change for 5 (DMSO), 8 (IDFP), and 7 (AM251/IDFP) individual mice.

b See methods for calculation of reversal by Am251.

#### 1.3.3 PCR Confirmation

To confirm the effects of IDFP on hepatic gene expression, quantitative PCR was performed on a larger set of samples representing three independent experiments, including the one used for the array data. The results confirmed increased expression of several key components of the lipid and cholesterol metabolism gene set including ldlr, insig1, pgc1β, lpin2, and acsl1 (Fig. 6A). With the exception of lpin2, the CB1-dependence of these effects was shown by their reversal by AM251. Given the effects of IDFP on the SREBP2 target genes, insig1 and ldlr, we also chose to probe the effect of IDFP on expression of hmgcr which encodes the rate-limiting enzyme in cholesterol biosynthesis, HMGCoA reductase, and which was not represented on the array. IDFP increased expression of hmgcr, an effect that was completely prevented by AM251 pre-administration (Fig. 6A).

**Figure 6:**
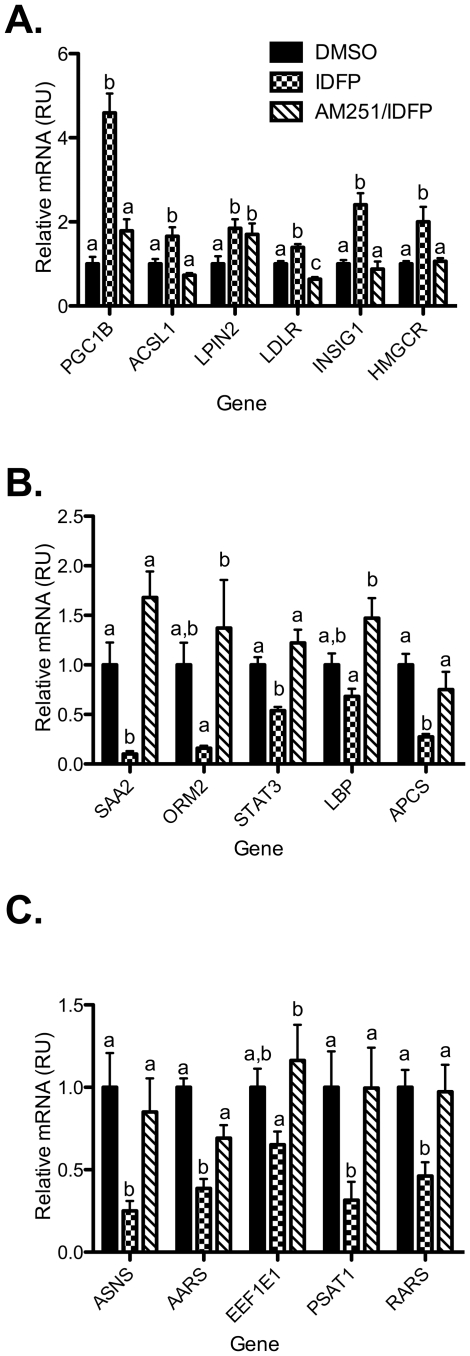
CB1-dependent effects of IDFP on hepatic expression of genes involved in lipid metabolism (A), inflammation (B), and amino acid metabolism (C). RNA was isolated from the mice used for the experiment in Fig. 2. n = 16–18. Groups not sharing a common superscript letter are significantly different (p<0.05).

The PCR results confirmed CB1-dependent inhibitory effects of IDFP on several acute phase (saa2, orm2, stat3) and amino acid response genes (asns, aars, eef1e1, psat1, rars) (Fig. 6B,C). As stat3 is an essential transcription factor involved in the acute phase response, we tested the effect of IDFP on the canonical stat3 downstream targets apcs and lbp [31]. IDFP decreased expression of both apcs and lbp in a CB1-dependent manner. There was a strong correlation between the array and PCR data for all genes tested (r = 0.7–1.0). The effects of IDFP on expression of genes involved in lipid metabolism and stat3 signaling were determined in CB1 −/− and wildtype littermates. There was a significant genotype-treatment interaction for several of the lipid metabolism genes tested, (ldlr, insig1, pgc1β, and acsl1), confirming a CB1-dependent effect of IDFP (Supplemental Table S6). Stat3 and its targets, lbp and apcs, displayed the expected trend, but the results did not reach statistical significance (Supplemental Table S6).

## Discussion

The data presented here establish that IDFP induces hepatic steatosis and insulin resistance partially through CB1 signaling. IDFP significantly increased hepatic TG levels 4 h after treatment. This effect was largely mediated by the CB1 receptor, as it was mitigated by AM251 pre-administration and deficient in CB1 −/− mice. As neither the effects of AM251 nor the genetic absence of CB1 in the animals used in the current study are confined to the periphery, the site of CB1 action responsible for the observed effects cannot be addressed. However, all animals were fasted prior to and during the experimental period eliminating differential energy intake as a confounding variable. Hepatic TG content reflects the balance of secretion, uptake, synthesis, and oxidation. We have previously shown that IDFP decreases clearance of circulating TGs with no effect on hepatic TG secretion [26]. The IDFP-induced increase in hepatic TG content combined with a lack of effect on TG secretion suggests that CB1 stimulation may favor TG storage over secretion. Correspondingly, treatment with a non-brain-penetrant CB1 antagonist has been reported to reduce hepatic steatosis and increase secretion of TG-rich lipoproteins [22]. Since CB1 antagonists increase adipose TG lipolysis, CB1 stimulated hepatic TG accumulation likely does not result from increased delivery of FA from adipose tissue [16], [32]. Hepatic CB1 stimulates sprebp1c and inhibits AMP kinase making both decreased oxidation and increased synthesis of fatty acids likely contributors to the IDFP induced increase in hepatic TG content [20], [21]. Indeed, we found that IDFP increases expression of the lipogenic genes, fas and srebp1c, in a CB1-dependent manner [26]. The CB1 independent effects of IDFP on hepatic TGs may result in part from lipolytic defects resulting from MAGL blockade [33], other monoacylglycerol or N-acylethanolamine or N-acyltaurine substrates of MAGL and FAAH [34], [35], respectively, or off-target effects of IDFP [25]. Further studies with specific MAG lipase inhibitors and knockout mice will be necessary to clarify the role of MAG lipase in the lipolytic cascade.

We have shown that IDFP causes profound glucose intolerance. Our results are consistent with previous reports that synthetic CB1 agonists caused glucose intolerance and insulin resistance in wild-type but not in hepatocyte-specific CB1 knockout mice [21]. Conversely, genetic or pharmacological inactivation of CB1 prevents diet-induced alterations in glucose and insulin tolerance [21]. In humans, Δ^9^-tetrahydrocannabinol (THC) has been shown to cause glucose intolerance [36]. Although a CB1-dependent effect of IDFP on glucose intolerance is indicated by our finding that this was substantially prevented by AM251, there were also CB1-independent effects of IDFP. Similarly, CB1 knockout mice were less susceptible to IDFP induced glucose intolerance, but still had a significant response.

Glucose tolerance reflects the ability of insulin to drive glucose uptake and shut down glucose production. In the present study, the elevated insulin levels in IDFP-treated animals following glucose administration indicate that the glucose intolerance likely results from severe insulin resistance. Glucose response during an insulin tolerance test largely represents the ability of insulin to inhibit glucose production in the liver. Our results suggest that although some reduction of hepatic insulin sensitivity may have been induced by IDFP, this is likely not sufficient to have produced the profound glucose intolerance that was observed. There may also be effects of ECs on peripheral glucose uptake. CB1 antagonist administration increases muscle glucose uptake muscle in ob/ob mice [37]. EC levels have also been shown to be higher in the muscle of diet-induced obese mice [5]. Physical inactivity in IDFP-treated mice may also contribute indirectly to reduced glucose utilization [25]. Although we did not observe changes in resting glucose levels, this may be due to the acute nature of the IDFP treatment regimen used in this study. Whether chronic EC elevation leads to fasting hyperglycemia warrants further investigation.

The CB1-independent effects of IDFP on glucose tolerance are shared by other OP compounds [38]. Instances of OP poisoning have been characterized by marked hyperglycemia, glycosuria, and diabetic ketosis [39], [40], [41]. Acetylcholinesterase (AChE) inhibition has been proposed to underlie OP-induced hyperglycemia [42]. However, since IDFP does not inhibit AChE *in vivo*, IDFP, and perhaps other OPs, produce glucose intolerance via CB1 and AChE independent pathways.

Our findings suggest that increased CB1 signaling can be considered a cause rather than a consequence of hepatic steatosis and insulin resistance. As only a few genes have been identified as CB1 responsive in the liver, we aimed to identify novel CB1 targets stimulated by endocannabinoids. Although the microarrays detected ∼9000 genes in at least one of the sample groups, certain genes were not represented on the chip, such as hmgcr. PCR was used to validate several of the array findings in multiple independent experiments.

Hepatic CB1 has been shown to increase expression of the lipogenic genes fas, acc, and srebp1c [30]. Here we identify pgc1β as a novel downstream target of CB1. This is of particular interest as PGC1β is a co-activator for SREBP1c and is necessary for the development of diet-induced hyperlipidemia [43]. Likewise expression of acsl1 was stimulated by CB1 activation. Acyl-CoA synthetases activate fatty acids into acyl-CoAs, providing substrates for downstream fatty acid metabolic processing, such as esterification and beta-oxidation. Acsl1 is highly expressed in the liver and hepatocyte specific loss of acsl1 has been shown to decrease both fatty acid oxidation and incorporation into TG [44]. Acsl1 overexpression enhances incorporation of fatty acids in diacylglycerol, but does not cause TG accumulation [45]. The effect of raising pgc1β and acsl1 expression in the setting of CB1 signaling requires further study.

Several of the key regulators of cholesterol homeostasis were increased by IDFP in a CB1-dependent manner. This is of particular interest as CB1 signaling regulates plasma lipid and lipoprotein metabolism. In clinical trials, rimonabant had greater effects on TG and HDL cholesterol than would be expected based on weight loss alone [12]. Hepatocyte specific CB1 −/− mice are immune to diet induced alterations in plasma lipoproteins and we have previously shown that IDFP causes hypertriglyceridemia secondary to decreased clearance of TG rich lipoproteins [21], [26]. The coordinated regulation of several SREBP2 target genes by IDFP in a CB1-dependent manner may result from direct regulation of this pathway by the CB1 signaling cascade. Alternatively, the IDFP induced decreased uptake of plasma lipoproteins may transiently decrease hepatic cholesterol content, triggering SREBP2 activity. Although we did not detect alterations in hepatic cholesterol content, the small magnitude and transience of changes required to stimulate SREBP2 processing may not be detectable by the present methodology.

There is a complex relationship between CB1 signaling and inflammation. Both activation and inhibition of CB1 have been shown to have anti-inflammatory outcomes in different contexts [46], [47], [48], [49]. In our study, IDFP decreased expression of genes encoding acute phase proteins in a CB1-dependent manner. 

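Stat3 encodes a transcription factor that drives acute phase genes. Its signal was 4056 ± 850.4 (SD, n = 6) after DMSO, 1995 ± 295 (SD, n = 8) after IDFP and 3844 ± 896 (SD, n = 5) after AM251/IDFP. It fell by 1.01 (SE 0.15, adjusted p = 9.64e-05) on the log2 scale with IDFP, in all 8 mice relative to the DMSO mean, and rose by 0.93 (SE 0.15, adjusted p = 0.000683) from IDFP to AM251/IDFP, with a reversal of 89.7%. Apcs, which encodes serum amyloid P, fell by 1.05 (SE 0.20, adjusted p = 0.00105) and rose by 1.11 (SE 0.21, adjusted p = 0.00169), a reversal of 111%. Lbp, which encodes lipopolysaccharide binding protein, fell by 0.57 (SE 0.18, adjusted p = 0.0382) and rose by 1.09 (SE 0.19, adjusted p = 0.00109), a reversal of 205%. The fall of Lbp passed 0.05 narrowly: its adjusted p was at most 0.104 and above the threshold when DMSO 1, 2, 5 or 6 or IDFP 1, 5, 6 or 8 was left out. It was also above it with the deposited values floored at 10 units (0.0526), without the detection filter (0.0561), without moderation of the variance (0.0658) and with the 2 groups fitted by themselves (0.0586). Of 13 genes of STAT3 signaling, 1, Stat3, fell and 3 rose with IDFP (3 rose and 2 fell when adjusted over the list alone), namely Cebpb, a transcription factor of acute phase genes, by 1.03 (SE 0.19, adjusted p = 0.000995), the kinase Pim3 by 1.09 (SE 0.26, adjusted p = 0.00622), and Myc. As a set they did not pass (camera adjusted p = 0.512).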

Interestingly, stat3 and several of its targets (apcs, lbp) were downregulated in livers of IDFP-treated mice. In neurons CB1 activation stimulates stat3 [50]. Consistent with a reversal of this system in the liver, rimonabant administration was shown to potentiate stat3 activation in response to lipopolysaccharide stimulation [46]. While our results establish that CB1 stimulation limits hepatic inflammation at the mRNA level under basal conditions, the role of CB1 on systemic inflammation in response to various stimuli remains to be determined.

Inflammatory signaling pathways, including stat3, influence metabolic regulation. STAT3 signaling mediates the hypophagic and hypoglycemic effects of leptin. Additionally, STAT3 downregulates srebp1c which was increased by IDFP in a CB1-dependent manner [51], [52]. Hepatocyte specific loss of stat3 produces insulin resistance and increases susceptibility to ethanol induced hepatic steatosis, lipogenic gene expression, and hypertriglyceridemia [51], [53]. Findings with a non-brain-penetrant CB1 antagonist suggest that diet-induced leptin resistance may result from overactive peripheral CB1 signaling [22]. The current study raises the possibility that CB1 mediated inhibition of hepatic STAT3 signaling may influence leptin sensitivity.

LCN2 is an acute phase protein known to regulate energy and glucose metabolism [54], [55]. Although LCN2 is a member of the lipocalin sub-family of secreted proteins that bind hydrophobic molecules, its specific ligands remain largely unknown [56]. Lcn2 knockout animals are cold intolerant and more susceptible to diet-induced increases in plasma lipids and adipose mass [55], [57]. Reports on insulin sensitivity and hepatic lipid content in lcn2 deficient mice are discordant with one group reporting protective and another potentiating effects [55], [57]. In our study, IDFP inhibited expression of hepatic lcn2. Interestingly, AM251 pre-administration not only prevented the effects of IDFP, but also increased lcn2 expression compared to controls. This suggests that tonic endogenous CB1 stimulation may limit lcn2 expression. EC binding to lipocalins has been suggested to facilitate their release from the plasma membrane and subsequent delivery to targets [58]. If this is the case, the robust regulation of lcn2 by CB1 observed here may represent a feedback cycle. Alternatively, we cannot exclude the possibility that this effect could be independent of ECs and may reflect the inverse agonist properties of AM251. Future studies will be necessary to clarify the relationship between lcn2 and CB1 signaling.

Although CB1 signaling has been linked to ER stress and mammalian target of rapamycin (mTOR) activity, the relationship between ECs and amino acid metabolism remains unclear. mTOR is a serine/threonine protein kinase central to regulation of amino acid metabolism and translation. THC, in a CB1-dependent fashion, stimulates mTOR in the hippocampus, but inhibits mTOR by stimulating ER stress in cancer cells [59], [60]. Recently, administration of a non-brain-penetrant CB1 antagonist has been found to reverse ER stress caused by a high fat diet [22]. In our study of hepatic tissue gene expression, IDFP caused a CB1-dependent decrease in the gene cassette involved in translation and amino acid metabolism.

As IDFP inhibits both FAAH and MAGL, the CB1-dependent effects cannot be specifically ascribed to increases in either AEA or 2-AG levels. Animals deficient in FAAH, with elevated AEA but not 2-AG, have increased body weight, tissue TG content, fasting blood glucose and insulin compared to controls when fed a high fat diet, without differences in food intake [61]. The use of specific chemical inhibitors or genetic manipulation of MAGL and/or FAAH will be necessary to establish the relative contribution of each enzyme to the effects shown here. The simultaneous elevation of AEA and 2-AG has been shown to have synergistic effects that are not recapitulated by raising levels of either EC alone [34]. Moreover, synthetic CB1 agonists may bind the receptor differently and produce differential downstream responses than the ECs. Nevertheless, study of the effects of synthetic CB1 agonists on expression of the genes found here to be responsive to IDFP, and the reversal of these effects by AM251, would be informative.

IDFP is perhaps the most potent dual FAAH/MAGL inhibitor reported to date and although it does not reduce AChE activity there could be other off target effects that may potentiate the IDFP-induced metabolic effects observed in this study [25], [27] (Supplemental Table S7). The carbamate FAAH/MAGL inhibitor JZL195 displays better specificity in the brain, but its selectivity in other tissues has not yet been established [54]. It is likely to have additional off-targets similar to those of the structurally-related MAGL-selective inhibitor JZL184 [62]. Our previous studies have shown that AM251 completely reverses all cannabinoid-mediated behavioral effects observed with IDFP or direct CB1 agonists such as WIN55212-2 [25]. We have therefore restricted our interpretations to the IDFP-effects that are reversible with cannabinoid receptor antagonism.

While the current study addresses the acute metabolic effects of dual MAGL/FAAH inhibition, the chronic metabolic effects of such inhibition requires further investigation. Genetic ablation of FAAH promotes increases in body weight, adipose tissue amount, plasma free fatty acids and triglyceride content in plasma, liver, skeletal muscle, and adipose tissue [61]. On the other hand, as MAGL deficient mice have reduced sensitivity to CB1 agonists and attenuated diet-induced insulin resistance, chronic elevation of 2-AG may lead to functional antagonism of cannabinoid receptors potentially negating the effects of elevations in 2-AG [33], [63].

In summary, our results support a causative role of CB1 signaling in the development of hepatic steatosis and insulin resistance. Furthermore, we have identified novel genes responsive to IDFP in a CB1-dependent manner that may guide future research on CB1-mediated modulation of pathways impacting lipid and glucose metabolism.

## Supporting Information

Figure S1 **CB1-dependent effects of IDFP on hepatic TG (A) and cholesterol (B) levels.** Wild-type and CB1 −/− mice were treated with DMSO or IDFP (10 mg/kg, ip, 4 h). n = 5–6. Significance is given as *p<0.05.
(TIFF)

Figure S2 **IDFP causes CB1-dependent and-independent glucose intolerance.** Wild-type (A) and CB1 −/− (B) mice were treated with DMSO or IDFP (10 mg/kg, ip, 4 h). Two h following DMSO or IDFP treatment, mice were administered glucose (2 g/kg) and plasma glucose determined at the time points indicated. n = 5.
(TIFF)

Table S1 **PCR Primers** Sequence of primers used to amplify transcripts in PCR.
(DOCX)

Table S2 **Additional Statistical Detail** Additional statistical details of one- and two-way ANOVAs used to determine significance.
(DOCX)

Table S3 **Genes Significantly Altered by IDFP** Genes determined to be significantly altered by IDFP after multiple testing correction.
(DOCX)

Table S4 **Panther Biological Process Analysis** Biological processes found to be significantly altered by Panther analysis.
(DOCX)

Table S5 **FuncAssociate 2.0 Analysis of Genes Decreased by IDFP in a CB1 Dependent Manner** Summary of FuncAssocaite analysis of genes (n = 168) downregulated by IDFP and reversed by Am251(>50%).
(DOCX)

Table S6 **Expression of Genes involved in Stat3 signaling and Lipid Metabolism in WT and CB1 −/− Mice** Wild-type and CB1 −/− mice were treated with DMSO or IDFP (10 mg/kg, ip, 4 h). Groups not sharing a common superscript letter are significantly different (p<0.05). n = 5.
(DOCX)

Table S7 **Known off target effects of IDFP** Enzymes known to be altered by IDFP.
(DOCX)

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S1 — PCR Primers Sequence of primers used to amplify transcripts in PCR.

**Supplemental Table 1: PCR Primers**

|  | Forward | Reverse |
| --- | --- | --- |
| gusb | CAT GAG AGT GGT GTT GAG GAT CA | CCC ATT CAC CCA CAC AAC TG |
| orm2 | TCA TGC TTG CCT TTG ACT TG | CAC GTG TGT GAC AGC CTT CT |
| psat1 | AGC TCA GCT CCA TCA AAT CC | CAA AGC TTC GTC TCC TTT GG |
| eef1e1 | AAA GGC AAT GGT TCA GCA GT | CGC CAG GGT GAT GTT ATG T |
| aars | TGG AGT GCA GAC AGA TTT GG | TCA CCC ATC TCC CAG AAG TT |
| rars | TTG CTG CTG CTC AGA TGA TT | CAT AAG GCG CAC AGT TTC AC |
| asns | GGG CAG AGA CAC CTA TGG AG | GAA GGA AGG GCTCCA CTT TT |
| acsl | CAG TTC ATC GGC CTC TTC TC | TCA GCT CCA AGG GTG TCA TA |
| pgc1b | GAG CTT TGA GGA GTC CCT GA | GGC TTG TAT GGA GGT GTG GT |
| ldlr | ACA GTG GCG TCA GTG ACA GT | CTC ATA CCA TGT GGC TGC TC |
| hmgcor | CTG GTG AGC TGT CCT TGA TG | GCG CTT CAG TTC AGT GTC AG |
| lbp | TCA CAC TAC CGG ACT TCA GC | GGA GCA GCT TCA GAG AGG AG |
| stat3 | CCC GTA CCT GAA GAC CAA GT | GCA CCT TCA CCG TTA TTT CC |
| apcs | TGG ACA AGC TAC TGC TTT GG | GAT GTG GGA TCA GCT TCA CA |
| saa | GGG GAA CTA TGA TGC TGC TC | TGG TGT CCT CAT GTC CTC TG |
| insig1 | CTG TAT TGC CGT GTT CGT TG | CTT CGG GAA CGA TCA AAT GT |
| lpin2 | CTA TGC TGC CTT TGG AAA CC | CGA TGA TTT GTT CCC TTT GG |
| lcn2 | CCA GTT CGC CAT GGT ATT TT | GGG TGA AAC GTT CCT TCA GT |

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S2 — Additional Statistical Detail Additional statistical details of one- and two-way ANOVAs used to determine significance.

**Supplemental Table 2: Additional Statistical Detail**

|  | **Degrees of Freedom** | | **F Value** | **Treatment Effect** | **Post-Hoc Analysis (Tukey’s) P Values** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Between Group | Within Group |  | P Value | DMSO vs IDFP | DMSO vs AM251/IDFP | IDFP vs AM251/IDFP |
| **Figure 2** |  |  |  |  |  |  |  |
| A. Hepatic TG | 2 | 59 | 6.09 | 0.0039 | <0.01 | ns | <0.05 |
|  |  |  |  |  |  |  |  |
| **Figure 3** |  |  |  |  |  |  |  |
| A. GTT | 2 | 12 | 34.50 | 0.0001 | <0.01 | <0.01 | <0.01 |
|  |  |  |  |  |  |  |  |
| **Figure 5** |  |  |  |  |  |  |  |
| LCN2 Array | 2 | 16 | 51.30 | 0.0001 | <0.05 | <0.01 | <0.01 |
| LCN2 PCR | 2 | 48 | 11.18 | 0.0001 | ns | <0.01 | <0.01 |
|  |  |  |  |  |  |  |  |
| **Figure 6** |  |  |  |  |  |  |  |
| A. Lipid Metabolism | 2 | 48 |  |  |  |  |  |
| PGC1B |  |  | 33.44 | 0.0001 | <0.01 | ns | <0.01 |
| ACSL1 |  |  | 7.82 | 0.0011 | <0.05 | ns | <0.01 |
| LPIN2 |  |  | 4.27 | 0.0194 | <0.05 | ns | ns |
| LDLR |  |  | 14.67 | 0.0001 | <0.05 | <0.05 | <0.01 |
| INSIG1 |  |  | 19.13 | 0.0001 | <0.01 | ns | <0.01 |
| HMGCoAR |  |  | 6.80 | 0.0024 | <0.01 | ns | <0.01 |
| B. Inflammation | 2 | 48 |  |  |  |  |  |
| SAA2 |  |  | 6.24 | 0.0043 | <0.05 | ns | <0.01 |
| ORM2 |  |  | 4.67 | 0.0138 | ns | ns | <0.05 |
| STAT3 |  |  | 14.48 | 0.0001 | <0.01 | ns | <0.01 |
| LBP |  |  | 7.38 | 0.0013 | ns | ns | <0.01 |
| APCS |  |  | 9.22 | 0.0004 | <0.01 | ns | <0.05 |
| C. Amino Acid Metabolism | 2 | 48 |  |  |  |  |  |
| ASNA |  |  | 5.25 | 0.0086 | <0.05 | ns | <0.05 |
| AARS |  |  | 9.87 | 0.0003 | <0.01 | ns | <0.05 |
| EEF1E1 |  |  | 4.26 | 0.0204 | ns | ns | <0.05 |
| PSAT1 |  |  | 5.32 | 0.0081 | <0.05 | ns | <0.05 |
| RARS1 |  |  | 5.73 | 0.0059 | <0.05 | ns | <0.05 |

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S3 — Genes Significantly Altered by IDFP Genes determined to be significantly altered by IDFP after multiple testing correction.

**Supplemental Table 3: Genes Significantly Altered by IDFP**

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S4 — Panther Biological Process Analysis Biological processes found to be significantly altered by Panther analysis.

**Supplemental Table 4: Panther Biological Process Analysis**

| **Biological Process** | **number** | **±** | **P value** |
| --- | --- | --- | --- |
| **DMSO vs. IDFP** |  |  |  |
| Cell adhesion | 175 | + | 0.00003 |
| Biological process unclassified | 2524 | - | 0.00005 |
| Cell structure and motility | 389 | + | 0.00181 |
| Homeostasis | 80 | + | 0.00315 |
| Lipid, fatty acid and steroid metabolism | 401 | + | 0.00354 |
| Extracellular matrix protein-mediated signaling | 30 | + | 0.00551 |
| Sulfur metabolism | 42 | + | 0.01200 |
| Cell communication | 318 | + | 0.01750 |
| Fatty acid metabolism | 109 | + | 0.04710 |
| Growth factor homeostasis | 7 | + | 0.04810 |
| **IDFP vs. IDFP/Am251** |  |  |  |
| rRNA metabolism | 45 | + | 0.00281 |
| Lipid, fatty acid and steriod metabolism | 401 | + | 0.00471 |

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S5 — FuncAssociate 2.0 Analysis of Genes Decreased by IDFP in a CB1 Dependent Manner Summary of FuncAssocaite analysis of genes (n = 168) downregulated by IDFP and reversed by Am251(>50%).

**Supplemental Table 5: FuncAssociate 2.0 Analysis of Genes Decreased by IDFP in a CB1 Dependent Manner**

| **Attribute name** | **Attribute ID** | **N** | **X** | **LOD** | **P_adj** |
| --- | --- | --- | --- | --- | --- |
| acute-phase response | GO:0006953 | 5 | 28 | 1.37 | 0.008 |
| aminoacyl-tRNA ligase activity | GO:0004812 | 8 | 45 | 1.37 | <0.001 |
| ligase activity, forming carbon-oxygen bonds | GO:0016875 | 8 | 45 | 1.37 | <0.001 |
| ligase activity, forming aminoacyl-tRNA and related compounds | GO:0016876 | 8 | 45 | 1.37 | <0.001 |
| tRNA aminoacylation for protein translation | GO:0006418 | 7 | 42 | 1.33 | <0.001 |
| amino acid activation | GO:0043038 | 7 | 42 | 1.33 | <0.001 |
| tRNA aminoacylation | GO:0043039 | 7 | 42 | 1.33 | <0.001 |
| acute inflammatory response | GO:0002526 | 6 | 40 | 1.28 | 0.001 |
| tRNA metabolic process | GO:0006399 | 11 | 107 | 1.09 | <0.001 |
| ncRNA metabolic process | GO:0034660 | 11 | 180 | 0.85 | 0.001 |
| translation | GO:0006412 | 12 | 252 | 0.73 | 0.008 |
| RNA metabolic process | GO:0016070 | 20 | 544 | 0.62 | 0 |

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S6 — Expression of Genes involved in Stat3 signaling and Lipid Metabolism in WT and CB1 −/− Mice Wild-type and CB1 −/− mice were treated with DMSO or IDFP (10 mg/kg, ip, 4 h). Groups not sharing a common superscript letter are significantly different (p<0.05). n = 5.

**Supplemental Table 6: Expression of Genes involved in Stat3 signaling and Lipid Metabolism in WT and CB1 -/- Mice**

| Gene | WT DMSO | WT IDFP | CB1 -/- DMSO | CB1 -/- IDFP |
| --- | --- | --- | --- | --- |
| **Stat3 Signaling** |  |  |  |  |
| stat3 | 1.00 ± 0.15 | 0.43 ± 0.02 | 0.96 ± 0.29 | 0.84 ± 0.14 |
| lbp | 1.00 ± 0.12 | 0.78 ± 0.13 | 1.00 ± 0.28 | 1.11 ± 0.13 |
| apcs | 1.00 ± 0.19 | 0.61 ± 0.16 | 0.69 ± 0.27 | 0.64 ± 0.11 |
| **Lipid Metabolism** |  |  |  |  |
| acsl1 | 1.00 ± 0.09^ab^ | 1.61 ± 0.34^a^ | 1.04 ± 0.16^ab^ | 0.73 ± 0.10^b^ |
| insig1 | 1.00 ± 0.16^a^ | 2.35 ± 0.41^b^ | 0.81 ± 0.19^a^ | 0.81 ± 0.16^a^ |
| pgc1b | 1.00 ± 0.14^a^ | 4.28 ± 0.25^b^ | 1.28 ± 0.29^a^ | 2.34 ± 0.37^c^ |
| ldlr | 1.00 ± 0.23^a^ | 1.50 ± 0.32^b^ | 1.05 ± 0.49^a^ | 0.81 ± 0.18^a^ |
| lpin2 | 1.00 ± 0.27 | 1.72 ± 0.25 | 1.03 ± 0.10 | 1.64 ± 0.24 |
| hmgcr | 1.00 ± 0.04 | 2.17 ± 0.56 | 1.09 ± .026 | 1.21 ± 0.45 |

Groups not sharing a common superscript letter are significantly different (p<0.05).

# Supplementary material for: Acute Overactive Endocannabinoid Signaling Induces Glucose Intolerance, Hepatic Steatosis, and Novel Cannabinoid Receptor 1 Responsive Genes
**Source:** PLoS One. 2011 Nov 4;6(11):e26415. doi: 10.1371/journal.pone.0026415
**Supplement:** Table S7 — Known off target effects of IDFP Enzymes known to be altered by IDFP.

**Supplemental Table 7: Known off target effects of IDFP**

| **Off-targets of IDFP** | **Physiological role** |
| --- | --- |
| KIAA1363 | Hydrolyzes acetyl monoalkyglycerol ether of the platelet-activating factor de novo biosynthetic pathway [1] |
| Neuropathy target esterase | Blocking NTE results in delayed neurotoxicity and peripheral demyelination[[1](#_ENREF_1)] |
| Neuropathy target esterase related esterase | unknown |
| Abhydrolase domain containing 6 | unknown |
| Acylamino acid releasing protein | Not completely understood--implicated in hydrolysis of terminal acetylated amino acids from peptides[[2](#_ENREF_2)] |
| Abhydrolase domain containing 3 | unknown |
| CE-N | unknown |
| Hormone sensitive lipase | Involved in diacylglycerol metabolism[[3](#_ENREF_3)] |

**References**

**1. Casida JE, Nomura DK, Vose SC, Fujioka K (2008) Organophosphate-sensitive lipases modulate brain lysophospholipids, ether lipids and endocannabinoids. Chem Biol Interact 175: 355-364.**

**2. Perrier J, Durand A, Giardina T, Puigserver A (2005) Catabolism of intracellular N-terminal acetylated proteins: involvement of acylpeptide hydrolase and acylase. Biochimie 87: 673-685.**

**3. Haemmerle G, Zimmermann R, Hayn M, Theussl C, Waeg G, et al. (2002) Hormone-sensitive lipase deficiency in mice causes diglyceride accumulation in adipose tissue, muscle, and testis. J Biol Chem 277: 4806-4815.**

How the deposited data were processed for this re-analysis (not part of the article)

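Hepatic mRNA of 19 mice was measured on Illumina MouseRef-8 v2.0 arrays with 1 colour, 4 h after treatment. Of the mice, 6 had received DMSO, 8 had received IDFP, and 5 had received AM251 before IDFP. Each array is a separate mouse. The deposited values are intensities that the authors had quantile normalized and background subtracted in BeadStudio 3.2, as the paper and the submitters' notes state, so that they lie on a linear scale and 30.1% of them are below 0. They range from -32.8 to 37432, with medians between 18.5 and 18.6 on every array. The table names 25697 probes, of which 23978 have 1 gene, 0 have several and 1719 are unnamed here, so that 16593 genes are covered. Of the named probes, 23962 were matched to a RefSeq gene table of GRCm38.p6, which changed 0 symbols. No genome build is given in the sources used here and no coordinates were used. Another table of values that were not normalized has 38 columns, for 19 arrays on 4 chips, whose names could not be tied to single mice, and it was not used here, nor were the chips. The paper gives another number of chips.

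The plan for the tests was written for raw signals with detection p-values. As neither could be used, detection was taken from the values below 0 of each array: their root mean square gives an SD of the background of 10.6 to 10.7 units, and a probe above 1.64 times this SD was called detected. A gene was tested when a probe of it was detected on most of the arrays of at least 1 group, which left 9346 genes. For the 2396 genes with several detected probes, the probe with the highest mean signal was used. Values were corrected with the normexp method of limma without control probes, with an offset of 16, and quantile normalized on the log2 scale. Comparisons were made with lmFit and eBayes of limma 3.58.1 in R 4.3.3 over all 3 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots. The precision is limited by the number of arrays. Percent reversal was computed with the paper's formula from group means of the linear signals, and a gene was called CB1-dependent when it was changed by IDFP, reversed by more than 50% (or 80%) and had an unadjusted p under 0.05 for AM251/IDFP vs. IDFP. The offset cancels in this formula. Gene sets were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, and overlaps with the one-sided Fisher's exact test over the tested genes. Arrays were clustered on 1 minus Pearson's r with average linkage.

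There were 36 gene lists, written before the data were examined but after Tables 1 and S3 had been read. Of these, 3 hold the genes of Table 1, and 33 lists had the minimum of 5 tested genes. Markers of cholangiocytes (3 tested genes), erythroid cells (3) and pancreas, adipose tissue and muscle (1) had too few. The result of 1 list is not reported here. The rule for named genes was also set before the data were examined. It takes every gene the paper names, the 10 largest changes of each sign for IDFP vs. DMSO and the 5 largest of each sign for the other comparisons among genes past the threshold with every array on the same side, up to 4 members of each list by the smallest p for IDFP vs. DMSO, and Cirbp and Rbm3. The text names only part of the genes that the rule takes, a choice made with their values in view, and calls that are lost without single arrays are given with those arrays. Genes outside the rule are marked as chosen after their values were seen. The steps were tested on simulated data of 9346 genes in 20 simulations. In these, genes varied independently. For IDFP vs. DMSO 100 genes were changed 1.5-fold and 100 changed 2-fold, and for each other comparison 50 and 50. These are fewer genes than were called in the data, so the shares that follow need not hold there. For AM251/IDFP vs. DMSO, 61.4% of genes changed 1.5-fold and 91.5% of those changed 2-fold were called; for IDFP vs. DMSO and AM251/IDFP vs. IDFP, 95.6% and 92.8% of genes changed 2-fold were. False calls made up 4.37, 4.87 and 4.52% of calls for IDFP vs. DMSO, AM251/IDFP vs. IDFP and AM251/IDFP vs. DMSO. Genes simulated with full reversal had 99.4%, and those with none 0.786%. Alternatives were another offset, arrays scaled to their median, the authors' values with a floor of 10 units, other detection filters, the mean over probes, other variance estimates, array weights, fits of 2 groups, the replicate number as a block, other scales and gene lists for the reversal, other distances and linkages, and leaving out each array. An adjusted p under 0.01, reversal from the deposited linear signals and trees of 3 or 4 branches were added after the data were seen.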

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

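The tests on genes called in AM251/IDFP vs. DMSO but not with IDFP, and those on the acute phase genes, were chosen after the result was seen. The paper does not report the comparison of AM251/IDFP with DMSO over all genes. In it, 528 genes passed the threshold that had not passed for IDFP vs. DMSO, 199 of them higher and 329 lower. That the effects of IDFP and AM251/IDFP differ was not tested by this count. An origin in single arrays may account for part of them: without AM251/IDFP 3, 46.2% of the 528 were still past the threshold, without DMSO 3 37.3% and without DMSO 5 49.1%, although all 528 kept their direction, and nearly all of them an unadjusted p under 0.05, whichever array was left out. The number of arrays from mice given AM251 alone is 0, so an effect of AM251 that does not need IDFP cannot be told apart from an effect of both together. Of 100 splits of the DMSO and AM251/IDFP arrays, 2, the real one included, called as many genes as the real 923, with up to 1082 in the other.

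Acute phase protein genes were lower with IDFP by a median of -0.51 on the log2 scale (SE over genes 0.156). The markers of Kupffer cells and macrophages showed no lower share of these cells, with a median of -0.00712 (SE over genes, not mice, 0.0614). Neutrophil markers had a median of 0.0183 (SE over genes 0.245), too wide a spread to tell, so a lower share of immune cells as a whole was not excluded. A single DMSO array is argued against by the list's adjusted p with the preset correlation, which was at most 0.000534 when a DMSO array was left out. With an estimated correlation and all arrays, the list did not pass (adjusted p = 0.11). No other technical explanation was tested here, and for the list as a whole a treatment effect stays open as a hypothesis. For single genes, the paper reports PCR on a larger set of samples that included the array experiment. There Saa2, Stat3 and Apcs were lower with IDFP than with DMSO by Tukey's test, whereas Orm2 and Lbp did not pass.

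The mean reversal of 48.7% was also weighed against the selection of genes on the shared IDFP and DMSO arrays, which gave at most 10.6% in simulations in which AM251 had no effect. In these simulations genes varied independently of each other, so the maximum is no upper bound for genes that vary together between mice.

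Single mice stood apart from the rest of their group in 31 of 417 combinations of a named gene and a group, where chance alone gives about 20.9. Among them were Acta2 in IDFP 4 (7929, others 198 to 464), Cela2a in AM251/IDFP 1 (7725, others 91.3 to 152) and Muc1 in IDFP 4 (634, others 85.4 to 96.8), in signal units. Other mice with the highest signal of their group apart were Acaca in IDFP 8 (2474, others 1324 to 1631), Acta2 in AM251/IDFP 5 (340.1, others 149 to 177), Angptl8 in DMSO 3 (1389.7, others 319 to 536), Chkb in IDFP 8 (1013, others 597 to 740.1), Faah in DMSO 3 (4466, others 2962 to 3260.3), Fgl1 in AM251/IDFP 3 (22766, others 19080.0 to 19836), Gadd45b in DMSO 6 (228, others 62.0 to 78.5), Gars in IDFP 6 (5981, others 3581 to 4115), Iars in IDFP 6 (1177, others 689 to 879), Lars in AM251/IDFP 3 (939, others 561 to 616), Lgr5 in IDFP 8 (129.7, others 62.1 to 84.4), Nfkbia in DMSO 6 (764, others 261 to 376), Psat1 in IDFP 6 (643, others 76.4 to 174), S100a8 in AM251/IDFP 3 (4107, others 736 to 1102), Slc25a15 in AM251/IDFP 4 (6547, others 5316 to 5608), Steap4 in AM251/IDFP 3 (912, others 511 to 573) and Tbx3 in AM251/IDFP 1 (492, others 328 to 358). Mice with the lowest signal apart were Aars in IDFP 2 (1986, others 2490.0 to 2874), Fasn in DMSO 6 (58.0, others 78.9 to 90.1), Gadd45b in IDFP 1 (157, others 478 to 819), Icam1 in IDFP 3 (329, others 396 to 458), Ifi47 in IDFP 6 (399, others 603 to 847), Klf4 in AM251/IDFP 1 (87.7, others 103 to 106), Pim3 in AM251/IDFP 1 (4849, others 6891 to 7475), Rcl1 in IDFP 5 (10468, others 12910.5 to 15103), Saa1 in DMSO 3 (229, others 1534 to 3879), Saa2 in DMSO 3 (279, others 1556 to 3459) and Saa2 in AM251/IDFP 4 (1885, others 2881 to 3049).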

How the results depend on the processing

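An adjusted p under 0.01, trees of 3 or 4 branches and reversal from the deposited linear signals were chosen only after the data were seen. No tested result that passed the threshold, under the settings used above or under another, changed direction. For gene lists this is the direction given by camera, not that of the median. Results that passed under neither were not checked for direction. With 2 groups fitted by themselves, 450 genes passed for AM251/IDFP vs. DMSO against 923. Under an adjusted p of 0.01 the numbers were 710 for IDFP vs. DMSO, 442 for AM251/IDFP vs. IDFP, 198 for AM251/IDFP vs. DMSO and 366 CB1-dependent genes. The paper's gene list gave 263 CB1-dependent genes. With an estimated correlation 4, 4 and 0 gene lists passed for IDFP vs. DMSO, AM251/IDFP vs. IDFP and AM251/IDFP vs. DMSO, instead of 19, 12 and 10. The causes were not tested. Leaving out single arrays gave 1049 to 1750 genes for IDFP vs. DMSO, 667 (without AM251/IDFP 3) to 1100 for AM251/IDFP vs. IDFP, and 408 to 1198 for AM251/IDFP vs. DMSO (408 without DMSO 3, 552 without DMSO 4, 503 without DMSO 5, and 559, 539 and 547 without AM251/IDFP 2, 3 and 4). It gave 536 to 710 CB1-dependent genes, a mean reversal of 39.1 to 58.8%, a share reversed by more than 50% of 40.1 to 56.2% and 9226 to 9444 detected genes. The number of arrays placed with their group was 7 to 11, where 7 or 8 is no more than the number of IDFP arrays. The log2 change of Lcn2 for AM251/IDFP vs. DMSO ranged from 1.26 to 1.99. It passed with the strict detection filter (1.76, adjusted p = 0.0499), where fewer genes are tested, and without DMSO 1 (0.0439), DMSO 6 (0.0320), IDFP 1 (0.0415) or IDFP 7 (0.0451), and was higher in 5 of 5 mice. With the replicate block, 1024, 525 and 790 genes passed in the 3 comparisons; mice of the same number correlated at -0.19 to 0.26, above 0.1 in 2 of 6, 2 of 5 and 1 of 5 pairs, and best with their own number in 2, 2 and 1, so the numbers do not pair the mice. Choosing genes on part of the DMSO and IDFP arrays and measuring the reversal on the others, 100 times, gave a mean reversal of 41.8%, and a mean of the medians of 55.6%. Of the results for single genes, 5045 kept their call or stayed without one under other settings, 301 lost and 24 gained a call, and 7403, 399 and 55 did so without single arrays. For gene lists these numbers were 1026, 46 and 14, and 1816, 40 and 25. Values without background correction and with the chip as a block were not run, and camera was not run without moderation or with a robust trend. Median scaling moved almost nothing, so that it says little. Signals near the background of each array have shrunken folds.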

Differences from the paper's values

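An adjusted p under 0.01 and trees of 3 or 4 branches were chosen only after the values were seen. The paper's numbers of genes changed by IDFP are 533 in total, 230 higher and 303 lower, and those found here are 1522, 631 and 891 at an adjusted p of 0.05. The paper's statistics section names analysis of variance with Tukey's test for its experiments in general, and its array methods name the Benjamini-Hochberg method with no threshold for the adjusted p. Of 31 alternatives set before the data were examined, 0 came within 1.5 times of the paper's numbers, with ranges of 1024 (replicate block) to 1750 (without DMSO 6), 406 (without DMSO 5) to 709 and 617 to 1041. An adjusted p under 0.01, chosen after seeing the values, gave 710 genes, 250 higher and 460 lower, and called 413 of the 484 genes of Table S3 named here, against 475 with 0.05. Of these 484, 483 changed in the same direction (r = 0.968 across genes, which are not independent replicates), and 1047 genes called here are not in Table S3.

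The paper's numbers of CB1-dependent genes are 112 raised and 168 lowered, against 270 and 378 here. Of 33 alternatives set before the data were examined, 1 falls within 1.5 times of the paper's, that of the paper's gene list, with 103 and 160. The others reach 304 and 417 at most, and an adjusted p under 0.01, chosen after seeing the values, gave 133 and 233.

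The paper names Lcn2 as the gene with the highest reversal. Here Cldn14 had 340.6%, with an adjusted p of 0.0486 for its change with IDFP (-0.57 on the log2 scale, lower in 7 of 8 mice), and Lcn2, with 310.5%, was next. The call of Cldn14 was lost without DMSO 1, 2, 3, 4, 5 or 6 or IDFP 1, 3, 4, 5, 6 or 7 or AM251/IDFP 4 or 5 (adjusted p of at most 0.131) and with a larger offset, no detection filter, detection on any array, no moderation, array weights or a replicate block. The letters of Fig. 5 mark all 3 groups as different in array signal of Lcn2, whereas limma gave an adjusted p of 0.0571 for AM251/IDFP vs. DMSO (log2 change 1.76, higher in 5 of 5 mice), with 0.0499 under the strict detection filter, 0.0439 without DMSO 1, 0.0320 without DMSO 6, 0.0415 without IDFP 1 and 0.0451 without IDFP 7. The letters rest on analysis of variance with Tukey's test on Lcn2 alone, whereas limma's p-value was adjusted over 9346 genes, so these tests are not alike. The exact permutation test, also on Lcn2 alone, gave p = 0.00649, which goes with the letters. In Fig. 4 the first division of the tree parts the IDFP-treated mice from all others, whereas here it parts AM251/IDFP 3 from all others. All 14 DMSO and IDFP arrays then shared a branch. The number counted as lying with their group, 8 of 14, is thus the size of the IDFP group and says nothing about separation. With 3 or 4 branches, tried after the values were seen, and without AM251/IDFP 3, the number was 11. The paper reports no enrichment among raised CB1-dependent genes. Of the lists used here, those of clock genes (5 genes, Bhlhe40, chosen after its value was seen, among them, adjusted p = 0.00108), immediate early genes (4, adjusted p = 0.0132) and gluconeogenesis and FOXO1 targets (3, adjusted p = 0.0273) overlapped them beyond chance with the 50% threshold, but not with 80% (adjusted p = 0.0506, 1 and 0.191). For the lowered genes those of acute phase proteins and synthetases did with both, as in the paper. The lists were written after Tables 1 and S3 had been read, so this likeness is not independent evidence. The lists are not the ontology terms that the paper queried.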

Other observations

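The tests of other splits on the gene lists without those of Table 1 were chosen only after the results were seen. Some genes passed the test in AM251/IDFP vs. DMSO and in AM251/IDFP vs. IDFP, but not in IDFP vs. DMSO, with log2 changes from IDFP to AM251/IDFP of 3.18 (SE 0.34, adjusted p = 1.15e-05) for Cyp2b10, 2.49 (SE 0.25, adjusted p = 1.09e-05) for Cyp2b23, 4.23 (SE 0.70, adjusted p = 0.000755) for Nnmt and 2.34 (SE 0.49, adjusted p = 0.00391) for Tff3, each higher in 5 of 5 mice. Cyp2b10, a cytochrome P450 induced through the nuclear receptor CAR, had a signal of 959 ± 345 (SD, n = 6) after DMSO, 1230.3 ± 722 (SD, n = 8) after IDFP and 9864 ± 2697 (SD, n = 5) after AM251/IDFP, a rise over DMSO of 3.39 (SE 0.36, adjusted p = 4.53e-05) in 5 of 5 mice. Its relative Cyp2b23 rose by 2.44 (SE 0.27, adjusted p = 4.53e-05) in 5 of 5 mice. Nnmt, which methylates nicotinamide, rose by 3.42 (SE 0.75, adjusted p = 0.00902), and Tff3, a secreted trefoil peptide, rose by 2.04 (SE 0.52, adjusted p = 0.0191), a call that was lost without AM251/IDFP 4 (adjusted p = 0.0539), each in 5 of 5 mice. G0s2, which inhibits lipolysis, was lower than in DMSO with IDFP (-1.67, adjusted p = 0.00034, 8 of 8 mice) and with AM251/IDFP (-2.37, adjusted p = 0.000233, 5 of 5 mice), as was Angptl8, a regulator of lipoprotein lipase (-1.14, adjusted p = 0.00752, 8 of 8, and -1.83, adjusted p = 0.00185, 5 of 5). Nr1h4, which encodes the bile acid receptor FXR, fell by 0.97 (SE 0.10, adjusted p = 2.84e-06) with IDFP in 8 of 8 mice and by a log2 change of -0.68 (SE 0.11, adjusted p = 0.00107) with AM251/IDFP in 5 of 5. Of 18 glucocorticoid-responsive genes, 8 were higher with IDFP and 10 with AM251/IDFP than in DMSO, with none lower (9 and 13 when adjusted over the list alone; adjusted p = 0.00178 and 7.72e-09, and 0.418 and 0.222 with an estimated correlation). Tat, an enzyme of tyrosine degradation in this list, rose by 1.60 (SE 0.38, adjusted p = 0.0137) with AM251/IDFP in 5 of 5 mice.

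Of 25 genes of the urea cycle and amino acid catabolism, 4 were higher with IDFP, Slc25a15, Got1, Ass1 and Cbs (5 when adjusted over the list alone; adjusted p = 0.00856, 0.391 with an estimated correlation). Slc25a15, the ornithine carrier of mitochondria, was higher by 0.64 (SE 0.12, adjusted p = 0.00112) with IDFP in 8 of 8 and by 1.17 (SE 0.14, adjusted p = 6.93e-05) with AM251/IDFP in 5 of 5 mice, and the transaminase Got1 by 1.06 (SE 0.16, adjusted p = 0.000131) and 1.47 (SE 0.18, adjusted p = 9.89e-05) in as many. The call of Ass1 with IDFP (0.37, adjusted p = 0.0352, 7 of 8 mice) was lost without DMSO 3, 4 or 5 or IDFP 1, 2 or 8 (adjusted p of at most 0.106), and that of Cbs (0.55, adjusted p = 0.0239, 7 of 8 mice) without DMSO 3 or 5 (at most 0.0712). Of 12 pericentral Wnt targets, 4 were lower with IDFP, Tbx3, Axin2, Lgr5 and Notum (6 when adjusted over the list alone; adjusted p = 0.0106, 0.11 with an estimated correlation). Tbx3, a transcription factor, fell by 1.51 (SE 0.20, adjusted p = 4.92e-05) in 8 of 8 mice. The calls of Lgr5 (-0.54, adjusted p = 0.0306, 7 of 8) and Notum (-0.39, adjusted p = 0.0338, 8 of 8) were lost without DMSO 2, 4 or 6 or IDFP 2, 3, 4 or 6 (adjusted p of at most 0.076) and DMSO 3, 4 or 5 or IDFP 1, 2, 4, 5 or 8 (at most 0.105). Of the cold-inducible genes, Cirbp rose by 1.02 (SE 0.17, adjusted p = 0.000417) with IDFP in 8 of 8 mice, and the brightest probe of Rbm3 had a log2 change of -0.03 (SE 0.18, adjusted p = 0.938). Other detected probes of Rbm3 disagreed with it, with changes of -0.42 (unadjusted p = 0.00402) and -0.24 (unadjusted p = 0.0346). Of 8 neutrophil markers, 3 were higher with AM251/IDFP than in DMSO, Retnlg, S100a9 and S100a8, and 1, Prtn3, was lower (4 and 1 when adjusted over the list alone), with a median of 0.30. The list passed (adjusted p = 0.0428), but not with an estimated correlation (0.544), with the 2 groups fitted by themselves (0.0649), with the strict detection filter (0.133) or without DMSO 1, 4 or 6 or IDFP 8 or AM251/IDFP 1, 2 or 3 (at most 0.25). Retnlg rose by 1.37 (SE 0.25, adjusted p = 0.0036), S100a9 by 1.36 (SE 0.36, adjusted p = 0.0234) and S100a8, chosen after its value was seen, by 1.46 (SE 0.36, adjusted p = 0.0156) in 5 of 5 mice each, and Prtn3, a protease of neutrophil granules, fell by 1.12 (SE 0.23, adjusted p = 0.00631) in 5 of 5. The call of S100a9 was lost without DMSO 3 or 4 (at most 0.0593), and with the 2 groups fitted by themselves those of S100a9 (0.0692) and S100a8 (0.0589) were lost. Of 17 NF-κB targets, 5 were higher with AM251/IDFP than in DMSO and none was lower (as many when adjusted over the list alone), with a median of 0.18 (adjusted p = 0.0126, 0.544 with an estimated correlation and 0.328 without AM251/IDFP 3, where the median was -0.00334). They were Nfkbia (0.91, adjusted p = 0.0116) and Nfkbib (0.93, adjusted p = 0.0036), and Vcam1 (0.89, adjusted p = 0.0234), Bcl3 (0.80, adjusted p = 0.0217) and Nfkbiz (0.76, adjusted p = 0.048), which were chosen after their values were seen. The calls of these 3 were lost without DMSO 3 or 5 or AM251/IDFP 2, 3 or 4 (at most 0.0633) for Vcam1, DMSO 3 or 4 or AM251/IDFP 2 or 3 (at most 0.0652) for Bcl3 and DMSO 1, 2, 3 or 4 or IDFP 1, 2, 3, 4, 7 or 8 or AM251/IDFP 1, 2 or 3 (at most 0.147) for Nfkbiz.

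Chance was examined by other splits of the same arrays, 100 for each comparison with the real one included. For IDFP vs. DMSO, 1 of them, the real one with 1522 genes, gave as many calls, and the highest other gave 10. For AM251/IDFP vs. IDFP 1 did, the real one with 1011, against 402 in the highest other. No other split drawn reached these numbers, which argues against chance. The splits drawn were only part of the 3003 and 1287 possible ones, so chance is not excluded. For AM251/IDFP vs. DMSO 2 did, the real one with 923 and another with 1082, a share under 0.05. The 100 splits were only part of those possible, and another gave more genes than the real one. Chance is thus less likely there, but cannot be excluded. For numbers of gene lists, 1 split reached the 19 of IDFP vs. DMSO (highest other 15), 18 reached the 12 of AM251/IDFP vs. IDFP (highest other 17) and 29 the 10 of AM251/IDFP vs. DMSO (highest other 14). These numbers count the 3 lists of Table 1, which the study chose on these arrays in their real groups. Without them, 1 split reached the 16 of IDFP vs. DMSO (highest other 12), 28 the 9 of AM251/IDFP vs. IDFP (highest other 14) and 25 the 10 of AM251/IDFP vs. DMSO (highest other 13). Chance is thus less likely for IDFP vs. DMSO, but is not excluded, as only part of the possible splits was drawn. For the other comparisons it cannot be excluded either. The remaining lists were also written after Tables 1 and S3 had been read, and whether this favoured the real groups was not tested.

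None of the lists for hepatocytes, Kupffer cells, lymphocytes, endothelial cells and stellate cells passed in any comparison, with adjusted p for IDFP vs. DMSO of 0.811, 0.811, 0.644, 0.811 and 0.16. Nor did those for mitochondrial aminoacyl-tRNA synthetases, the unfolded protein response, heat shock proteins, bile acid synthesis and transport, xenobiotic metabolism and the endocannabinoid system, with adjusted p for IDFP vs. DMSO of 0.479, 0.336, 0.17, 0.807, 0.756 and 0.407. Genes of oxidative phosphorylation had a median of 0.10 with IDFP (adjusted p = 0.0203, 0.501 with an estimated correlation).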
